# β-catenin represses miR455-3p to stimulate m6A modification of HSF1 mRNA and promote its translation in colorectal cancer

**DOI:** 10.1186/s12943-020-01244-z

**Published:** 2020-08-24

**Authors:** Ping Song, Lifeng Feng, Jiaqiu Li, Dongjun Dai, Liyuan Zhu, Chaoqun Wang, Jingyi Li, Ling Li, Qiyin Zhou, Rongkai Shi, Xian Wang, Hongchuan Jin

**Keywords:** Colorectal cancer, β-Catenin, HSF1, Translation, miR455-3p, m6A RNA modification

## Abstract

**Background:**

Heat shock transcription factor1 (HSF1) was overexpressed to promote glutaminolysis and activate mTOR in colorectal cancer (CRC). Here, we investigated the mechanism for cancer-specific overexpression of HSF1.

**Methods:**

HSF1 expression was analyzed by chromatin immunoprecipitation, qRT-PCR, immunohistochemistry staining and immunoblotting. HSF1 translation was explored by polysome profiling and nascent protein analysis. Biotin pulldown and m6A RNA immunoprecipitation were applied to investigate RNA/RNA interaction and m6A modification. The relevance of HSF1 to CRC was analyzed in APC^min/+^ and APC^min/+^ HSF1^+/−^mice.

**Results:**

HSF1 expression and activity were reduced after the inhibition of WNT/β-catenin signaling by pyrvinium or β-catenin knockdown, but elevated upon its activation by lithium chloride (LiCl) or β-catenin overexpression. There are much less upregulated genes in HSF1-KO MEF treated with LiCl when compared with LiCl-treated WT MEF. HSF1 protein expression was positively correlated with β-catenin expression in cell lines and primary tissues. After β-catenin depletion, HSF1 mRNA translation was impaired, accompanied by the reduction of its m6A modification and the upregulation of miR455-3p, which can interact with 3′-UTR of HSF1 mRNA to repress its translation. Interestingly, inhibition of miR455-3p rescued β-catenin depletion-induced reduction of HSF1 m6A modification and METTL3 interaction. Both the size and number of tumors were significantly reduced in APC^min/+^ mice when HSF1 was genetically knocked-out or chemically inhibited.

**Conclusions:**

β-catenin suppresses miR455-3p generation to stimulate m6A modification and subsequent translation of HSF1 mRNA. HSF1 is important for β-catenin to promote CRC development. Targeting HSF1 could be a potential strategy for the intervention of β-catenin-driven cancers.

## Introduction

Colorectal cancer (CRC) is the third most common cancer with high mortality rate globally [1]. The accumulation of various genetic and epigenetic changes activates multiple oncogenic signaling critical for the pathogenesis of CRC, such as WNT/β-catenin signaling pathway [2]. Its activation will eventually initiate a transcription-dependent oncogenic process to promote cell cycle progression and apoptosis resistance. While the mechanism for activated WNT/β-catenin signaling to promote CRC development has been well-explored, no therapeutics targeting this pathway has been successfully developed.

In addition to proliferation activation and apoptosis resistance, metabolism reprogramming is one of important hallmarks of cancer cells [3]. For example, cancer cells favor glycolysis instead of oxidative phosphorylation for glucose metabolism even in aerobic conditions, which was well-known as Warburg effect [4, 5]. Pyruvate, the last product of glycolysis, is converted into lactate rather than Acetyl-CoA (acetyl coenzyme A) for TCA (Tricarboxylic acid) cycle or the Krebs cycle. Therefore, targeting enhanced glycolysis has been proposed as novel options in the prevention and treatment of human cancers including CRC [5]. However, as a metabolism hub, TCA cycle is important in both energy production and biosynthesis. Therefore, it needs to be replenished by anaplerotic reactions such as glutaminolysis [6]. Previously, we reported that heat shock transcription factor 1 (HSF1) stimulated glutaminolysis to activate mTOR and promote CRC development by upregulating the expression of glutaminase 1 (GLS1), the critical enzyme in glutaminolysis [7]. HSF1 expression was increased in CRC and had a positive correlation with shorter disease-free survival (DFS). However, the upstream mechanism for HSF1 overexpression in CRC was still unclear.

Gene expression can be controlled by multiple processes including transcription, mRNA degradation, translation and protein degradation. While gene translation and protein degradation have been extensively investigated, more and more studies focused on mRNA translation by exploring the effect of non-coding RNAs such as microRNAs (miRNAs) and new modifications of mRNA including N6-methyladenine (m6A) modification [8, 9]. MiRNAs can form a miRNA-induced silencing complex (miRISC) to posttranscriptionally regulate gene expression by inhibiting cap-dependent initiation and stimulating mRNA deadenylation [10, 11]. On the other hand, as one of the most abundant modifications in mRNA, m6A modification of mRNAs usually promotes translation by recruiting initiation factors such as eIF3 to the 5′ end of the mRNA [12]. While miRNAs and mRNA m6A modifications play a distinct role in mRNA translation, the interplays between them were not clarified.

In this study, we found that activated WNT/β-catenin signaling stimulated HSF1 translation to promote CRC development by repressing HSF1 mRNA-targeting miR455-3p to increase m6A modification of HSF1 mRNA. Therefore, targeting HSF1 translation could be a new strategy for the intervention of CRC and other cancers driven by activated WNT/β-catenin signaling.

## Materials and methods

### Cell, antibodies, and chemicals

Human CRC cell lines SW480, SW620, DLD1, RKO were obtained from the American Type Culture Collection (ATCC). All cells were routinely cultured in RPMI 1640 (Invitrogen; 11875–093) or DMEM (Invitrogen; 11965–092) supplemented with 10% fetal bovine serum. All cells were incubated at 37 °C with 5% CO2 and 95% humidity. The following antibodies were used for western blotting and IHC: HSF1 (12972S, Cell Signaling Technology, CST; ab52757, Abcam); β-catenin (8480S, CST); β-actin (4970 L, CST); FLAG (F1804–1, Sigma); cyclinD1 (ab134175, Abcam); Cleaved PARP1 (9541-s, CST); METTL3 (a8370, Abclonal); GLS1 (ap8809b, Abgent). Pyrvinium (P0027), LiCl (793620), cycloheximide (R750107), chloroquine (C6628), MG132 (474790) and PD150606 (D5946) were purchased from Sigma-Aldrich.

### SiRNA, miRNA mimics/inhibitors transfection

Small interfering RNA (siRNA) targeting β-catenin, METTL3 and microRNAs were synthesized by Genepharma (Shanghai, China) and RiboBio (Guangzhou, China). The sequence of these siRNAs and miRNAs were listed in Additional file 1: Table S1. SiRNAs and miRNA mimics/inhibitors were transfected into cells seeded overnight by lipo2000 (Invitrogen, USA) or Lipofectamine RNAiMax transfection reagent (Invitrogen, USA), according to the manufacturer’s instructions.

### Luciferase activity assay

The plasmid of β-catenin reporter was gifted from Prof. Ximei Wu (Zhejiang University). For HSF1 activity assay, a fragment containing 3 X HSE were synthesized and inserted into the PGL3-basic vectors (Promega Corporation, USA). The plasmid was co-transfected with pRL renilla and β-catenin siRNA by using lipo2000 (Invitrogen, USA) or treatment with pyrvinium by X-treme GENE HP DNA Transfection Reagent (Roche, USA). 3′-UTR segment of the HSF1 was cloned by PCR and inserted into the vector pMIR-REPORTER (Promega). The mutation of miR455 binding sites in HSF1 3′-UTR was generated by Quick Site-Directed Mutagenesis (600674–51, Stratagene, USA). The resultant plasmids were co-transfected with pRL renilla and miR455 mimics by using lipo2000 (Invitrogen, USA). 48 h post-transfection, the luciferase activity was measured by the Dual-GLO Luciferase Assay System (Promega Corporation, USA).

### Chromatin immunoprecipitation (ChIP)

ChIP analysis was conducted with the SimpleChIP™ Enzymatic Chromatin IP Kit (CST, USA). Antibodies used were anti-HSF1 (12972S, CST), TCF7L2(C48H11, CST) and FLAG (F1804–1, Sigma). The primers used for the PCR analysis of precipitated DNA were shown in Additional file 1: Table S2. For FLAG-ChIP assay, the flag-β-catenin vector was transiently overexpressed by transfection. After 48 h, the enrichment of flag-β-catenin on COL27A1 promoter was measured by the ChIP Kit.

### Immunoblotting and immunohistochemistry

Immunoblotting and immunohistochemistry (IHC) assays were performed as previously reported [7]. For Immunoblotting, total proteins were extracted with RIPA buffer supplemented with protease inhibitors (Roche, USA). After heating the protein sample to 95–100 °C for 20 min, cell lysates were transferred to polyvinylidene fluoride (PVDF) membranes. After the membranes were blocked in 5% milk, primary antibody with gentle agitation overnight at 4 °C.

For IHC assay was performed in a tissue array containing 80 cases of colonic tissues. Primary antibodies used were listed above. The degree of immunostaining was assessed by 2 independent pathologists and evaluated by assigning a score of 0–3. Scores were defined as follows: 0, no staining; 1, faint staining; 2, moderate staining and 3, strong staining. Final scores of 0 and 1 were regarded as low expression, whereas scores of 2 and 3 considered as high expression.

### Apoptosis detection

Cell apoptosis was measured by flow cytometry analysis and western blotting. For flow cytometry analysis of apoptosis, cells were harvested and re-suspended in 100 μl 1 x binding buffer. 5 μl fluorescein isothiocyanate (FITC) annexin V and propidium iodide (PI) (556,547; BD Biosciences, USA) were added to the cell suspension and then incubated for 15 min at room temperature. After that, the samples were attenuated with 400ul 1 x binding buffer and analyzed by ACS Calibur flow cytometer.

### Puromycin-labelling

To detect the change of nascent HSF1 synthesis, 2 X 10^6^ cells were plated in 10 cm dish. After the given treatment, cells were incubated with 1:1000 Biotin-dC-puromycin (NU-925-BIO-S, Jena Bioscience) for 24 h. Cells were lysed with 1% NP40 buffer (20 mM Tris-HCl, PH 7.4, 150 mM NaCl, 1% NP40, 10% glycerol) containing 1X protease inhibitor cocktail. After adequate centrifugation, the supernatant was incubated with 80ul streptavidin sepharose beads (GE17–5113-01, Sigma) by rotating at 4 °C for 6 h to overnight. The mixture was washed by 1% NP40 buffer for 5 times and subjected to western blotting using HSF1 antibody.

### Polysome profiling

Polysome profiling separates translating or non-translating mRNAs on a sucrose gradient according to the number of bound ribosomes as previously described [13]. In brief, cells were grown to ~ 80% confluence. Before collection, cells were incubated with 100 μg/ml of cycloheximide for 15 min. Then cells are lysed by polysome buffer [200 mmol/L KCl, 15 mmol/L MgCl2, 1% Triton X100, 100 μg/mL cycloheximide, 20 mmol/L heparin, and 100 U/mL RNase Inhibitor (Takara), 1X cocktail] for 15 min on ice, lysates were centrifuged (14,000 rpm for 15 min), and the supernatant was layered onto a 5 to 50% sucrose gradient. Gradients were then centrifuged at 38,000 rpm for 130 min at 4 °C and polysome-bound fractions were collected using an ISCO Density Gradient Fractionation System (ISCO, Lincoln, NE) with continuous monitoring based on A260nm wavelength. The RNA in each fraction was extracted using Trizol reagent (Invitrogen) and analyzed by real-time RT-PCR.

### Biotin pull down assay

Biotin pull down assay was performed as described previously [14]. Cells were transfected with biotinylated miR455-3p probes for 48 h and resuspended using lysis buffer (20 mM Tris, pH 7.5, 200 mM NaCl, 2.5 mM MgCl2, 60 U/mL, SUPERase-In, 1 mM DTT, 0.05% Igepal, protease inhibitors). Lysates were incubated with prepared streptavidin beads (GE Healthcare). Yeast tRNA (Sigma) was used for blocking lysates at 4 °C for 3 h. Then washed 5 times with binding and wash buffer (5 mM Tris-HCl, pH 7.5, 0.5 mM EDTA, 1 M NaCl). Finally, the bound RNAs were extracted and purified for qPCR.

### RNA immunoprecipitation (RIP) assay

RIP assay was performed by Magna RIPTM RNA-Binding Protein Immunoprecipitation Kit (Millipore, No.17–700). Briefly, 2 × 10^7^ cells were lysed in 100 μl RIP lysis buffer and immunoprecipitated with antibodies of interest and protein G magnetic beads at 4 °C overnight, followed by six times of washes in Washing Buffer and protein digestion at 55 °C. Total RNA was isolated and subjected to RT-PCR analysis. Following antibodies were used for RIP: N6-methyladenosine (202,003, synaptic); METTL3 (a8370, Abclonal); IgG (2,912,787, Millipore).

### RNA-sequencing

2X10^6^ WT MEF and HSF1 KO MEF were plated and cultured overnight. Following day, cells were treated with 20 mM LiCl for 48 h. Cells were collected with Trizol reagent. The total RNA was processed by NEBNext® Poly(A) mRNA Magnetic Isolation Module to enrich mRNA, and the product RNA was used for construction Library, via KAPA Stranded RNA-Seq Library Prep Kit (Illumina). Sequencing libraries, denatured by 0.1 M NaOH to generate single-stranded DNA, as amplified in situ Illumina cBot (TruSeq SR Cluster Kit v3-cBot-HS (# GD-401-3001, Illumina)). The ends of the generated fragments were used to run 150 Cycles by the Illumina HiSeq 4000 Sequencer. All the experimental steps after the RNA extraction were conducted in Kangcheng Biotechnology Co., Ltd. (Aksomics), Shanghai, China. RNA-sequencing was performed three times.

### Animal experiments

Animal care and experiments were conducted in compliance with Institutional Animal Care and Use Committee and NIH guidelines. The C57BL/6 J mice and Apc^min/+^ mice were purchased from Model Animal Research Center of Nanjing University (MARC, Nanjing, China). HSF1 KO mice reported previously were used to generate Apc^min/+^ mice HSF1^+/−^ [7]. Subsequently, 4 groups of mice, wild type, Apc^min/+^, Apc^min/+^ HSF1^+/−^ and Apc^min/+^ treated with KNK437 as previously reported [7], were fed with high-fat diet (45 Kcal% Fat) for 3 months. The intestine was dissected, flushed with PBS and cut open longitudinally along the main axis. The number of tumors was counted and the sizes of tumors were measured.

### Statistics

All data were expressed as mean ± SD. Unless specified, the Student’s t-test was performed for statistical significance analysis. *P* value < 0.05 was considered as statistically significant.

## Results

### β-Catenin activates HSF1 in CRC

In an effort to explore potential regulations of HSF1, we screened chemicals generating a gene expression pattern similar to HSF1 depletion by connective map (http://portals.broadinstitute.org/cmap/) [7, 15, 16]. Interestingly, a recently reported inhibitor of WNT/β-catenin signaling, pyrvinium, had a similar effect on genome-wide gene expression as HSF1 depletion [17] (Fig. 1a and Additional file 2, Fig.S1A-B). Moreover, the expression signature related to WNT/β-catenin signaling [18] was positively correlated with the HSF1 signature [15] (Fig. 1b), indicating a potential connection of HSF1 with WNT/β-catenin signaling. Indeed, pyrvinium attenuated the activity of a luciferase reporter driven by HSF1 binding sites (HSE, heat shock response elements) [19, 20] (Fig. 1c) and reduced the expression of well-known transcriptional targets of HSF1 such as HSP90AA1, HSPA4, HSPB1, and HSPH1 (Fig. 1d and Additional file 2, Fig.S1C). Chromatin immunoprecipitation (ChIP) assay further confirmed the reduced interaction of HSF1 with its transcriptional targets (Fig. 1e and Additional file 2, Fig.S1D). In consistence with pyrvinium, knock-down of β-catenin by siRNA also decreased HSF1 activity (Fig. 1f), reduced the expression of HSF1 targets (Fig. 1g and Additional file 2, Fig.S1E) and attenuated the interaction of HSF1 with its targets (Fig. 1i and Additional file 2, Fig.S1F). Furthermore, HSF1 targets were upregulated by the potent GSK3β inhibitor LiCl in colorectal cancer cell line RKO, which had a low level of β-catenin expression (Fig. 1h).

**Fig. 1:**
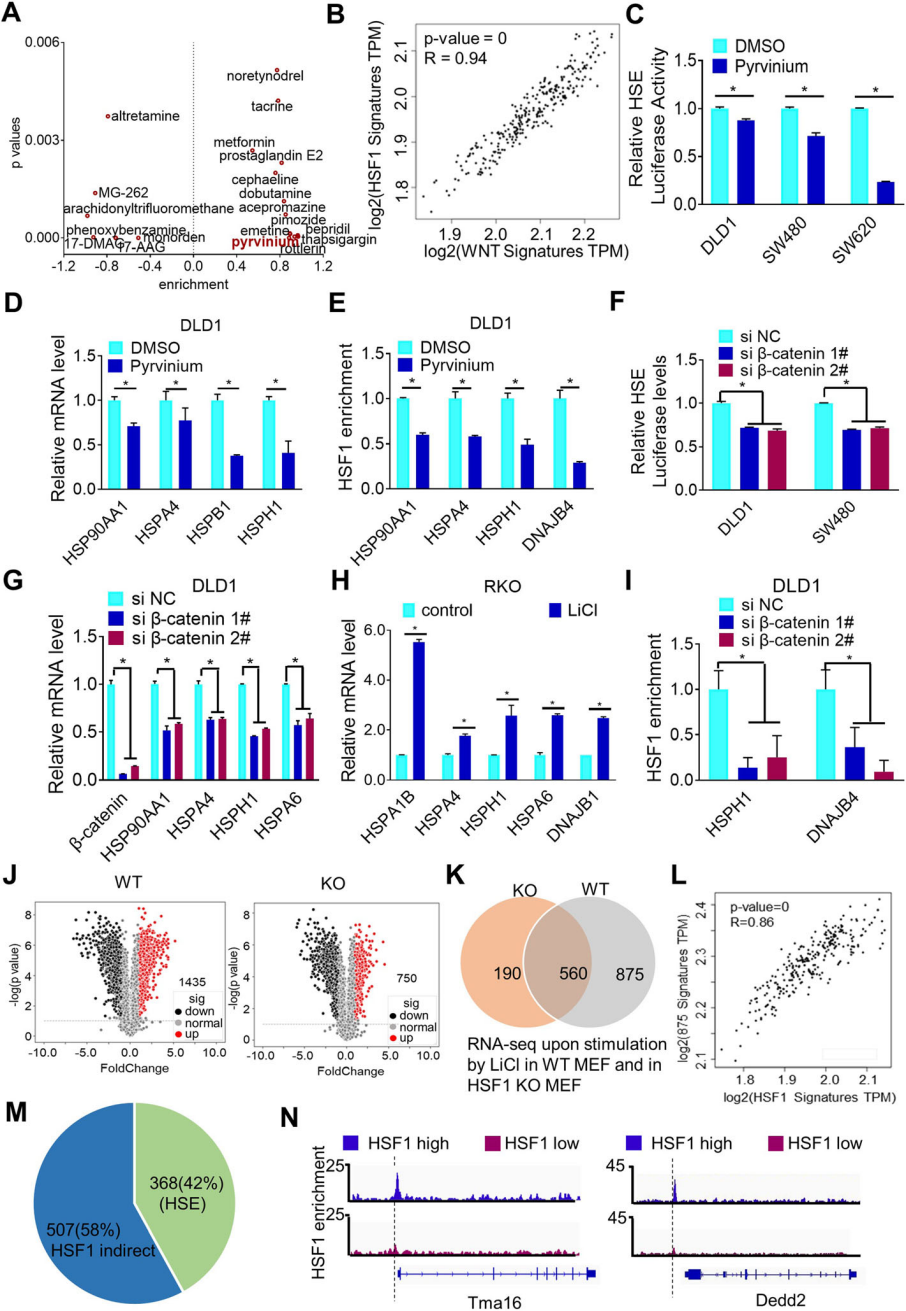
WNT/β-catenin signaling activates HSF1. **a** Chemicals influencing gene expression in a similar manner to HSF1 inhibition were screened by connective map analysis. **b** The correlation of WNT/β-catenin signaling signature and HSF1 signature was detected by GEPIA. **c** The effect of Pyrvinium on HSE-driven promoter activity was explored by luciferase reporter assay. **d** The effects of Pyrvinium on the targets of HSF1 were analyzed by RT-PCR. **e** Binding of HSF1 to the promoters of HSF1 targets in CRC cells treated with or without Pyrvinium was determined by ChIP. **f** The luciferase assays of HSE before and after β-catenin knockdown were shown as in C. **g** and **h** The mRNA levels of HSF1 targets with β-catenin knockdown or LiCl treatment were analyzed by RT-PCR. **i** Binding of HSF1 to its targets promoter in CRC cells before and after β-catenin knockdown was analyzed by ChIP. **j** Volcano plot displays differentially regulated genes in dHSF1 compared to WT parental cells with LiCl. Red dots indicate significantly regulated genes based on adjusted *p*-value and log-fold change (logFC) (*p* < 0.01, log2FC > 2). **k** Differential gene expression analysis in WT and HSF1+/− MEF treated with LiCl were performed by RNA-seq. Numbers of upregulated genes in two cells were shown in Venn graph. **l** The correlation of 875 putative HSF1-dependent genes from K with reported HSF1 signature was detected by GEPIA. **m** Numbers of 875 putative HSF1-dependent genes with or without HSE in their promoters were summarized. **n** Representative HSF1 ChIP-seq tracks (NCBI GEO: GSE57398) for 368 HSE-containing genes are shown. Asterisks (*) indicate *p* < 0.05

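At the thresholds given for panel j, 59 genes were called higher after LiCl in both genotypes, 203 in WT MEF and not in HSF1 KO MEF, and 14 in HSF1 KO MEF and not in WT MEF. The legend writes HSF1+/− where the text and the sample labels give HSF1 knock-out cells. It words panel j as a comparison of dHSF1 with WT cells under LiCl and gives no threshold for panel k. Of the 203 genes, 189 also rose in HSF1 KO MEF at an adjusted p under 0.05 without a fold limit, and 179 rose more in WT MEF than in HSF1 KO MEF by the test of the difference itself (interaction, adjusted p under 0.05 from limma). These genes were chosen on the same libraries, so this count is not independent evidence. Mt3, a metallothionein gene, rose from 1.08 ± 0.27 to 44.7 ± 8.54 FPKM in WT MEF (SD, n = 3) and from 0.34 ± 0.09 to 3.63 ± 0.88 FPKM in HSF1 KO MEF. The difference between the 2 responses was 2.67 on the log2 scale (standard error 0.24, adjusted p = 1.47e-05). Atf3, a stress-induced transcription factor gene, rose from 1.82 ± 0.18 to 53.4 ± 3.46 FPKM in WT MEF, while it was 9.88 ± 1.37 FPKM without LiCl and 9.60, 9.24 and 2.17 FPKM in the libraries with LiCl in HSF1 KO MEF (adjusted p = 0.171). Its response differed by 4.90 (standard error 0.52, adjusted p = 4.47e-05). Tppp3, which was called in both genotypes, rose by 3.91 in WT MEF and 3.67 in HSF1 KO MEF, with no difference past the threshold (interaction 0.24, standard error 0.13, adjusted p = 0.2). At a log2 fold change over 1, the 3 parts held 611, 892 and 239 genes, in the same order, and 383, 747 and 134 genes after median-of-ratios scaling. Of the 892 genes, 721 rose in HSF1 KO MEF too at an adjusted p under 0.05 and 589 rose more in WT MEF.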

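Mouse embryonic fibroblasts (MEF) are connective tissue cells grown from mouse embryos, and LiCl inhibits GSK3β, the kinase that marks β-catenin for degradation. RNA of WT MEF and HSF1 KO MEF, untreated or treated with 20 mM LiCl for 48 h, was sequenced in 12 libraries, 3 in each of the 4 groups. Hsf1, the gene that was knocked out, lies on the forward strand of chromosome 15 of GRCm38 from 76477422 to 76501913. Its level was 8.17, 11.08 and 7.96 FPKM in the libraries of WT MEF and 2.07, 0.939 and 3.89 FPKM in those of HSF1 KO MEF. This is a log2 fold change of -1.70 (standard error 0.31, adjusted p = 0.00142 from limma). After LiCl treatment it was 11.2, 14.5 and 13.4 FPKM in WT MEF and 5.92, 3.65 and 7.64 FPKM in HSF1 KO MEF. Most of the Hsf1 signal in HSF1 KO MEF came from ENSMUST00000228688.1, a transcript of 3 exons near the 3′ end of the gene, from 76499966 to 76500690. It had 2.14 ± 0.70 FPKM (SD, n = 3) in WT MEF and 1.97 ± 1.37 FPKM in HSF1 KO MEF (adjusted p = 0.861 from limma with transcripts tested one by one). In contrast, ENSMUST00000227478.1, which has 13 exons and runs from 76477445 to 76500972, had 2.47 ± 0.56 FPKM in WT MEF. It was listed at 0, 0 and 0.055 FPKM in HSF1 KO MEF (adjusted p = 1.46e-05). ENSMUST00000072838.5, with 12 exons, was at 0 FPKM in each library of HSF1 KO MEF. However, ENSMUST00000226872.1, which has 13 exons and runs from 76477435 to 76500972, kept a low value in HSF1 KO MEF. It had 1.52 ± 0.71 FPKM in WT MEF and 0.354, 0.201 and 0.258 FPKM in HSF1 KO MEF (adjusted p = 0.0201 from the same test). The paper's text does not name the deleted part of the gene.

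The libraries were made from poly(A) RNA with a stranded kit. The submitters' processing notes name cutadapt, HISAT2 2.0.5, StringTie and the mouse genome GRCm38. The authors deposited values of 27185 transcripts without naming their unit. They were read as FPKM (fragments scaled to the length of the transcript and the size of the library), 1 of the units StringTie writes, since their sum differs between libraries and lies far below the fixed total of TPM. The transcripts of a gene were summed here. The summed FPKM per library was 357352 to 369917 in WT MEF, 347858 to 362981 in WT MEF with LiCl, 344208 to 370025 in HSF1 KO MEF and 347568 to 360888 in HSF1 KO MEF with LiCl. FPKM does not hold the number of reads, so the depth of each library in reads is unknown. The step between low values of FPKM times length in kb, which is smaller in a deeper library, was found in 10 libraries. It was 0.0496 and 0.0497 in 2 libraries of WT MEF, 0.0354 and 0.0499 in 2 of WT MEF with LiCl, 0.0396 to 0.054 in HSF1 KO MEF and 0.046 to 0.048 in HSF1 KO MEF with LiCl. Libraries of one group correlated with a Pearson r of 0.979 to 0.984 across genes, and libraries of different groups with 0.841 to 0.94. The 12279 genes with a mean of at least 0.5 FPKM were tested with limma on log2(FPKM + 1), in one fit of the 4 group means with Benjamini-Hochberg adjustment. Fold changes are on this scale, which understates the change of genes with low FPKM. The median log2 fold change of all genes after LiCl was 0.126 in WT MEF and 0.163 in HSF1 KO MEF. It was -0.018 and -0.005 after median-of-ratios scaling, so a small rise of a gene group has to be read against this shift. The paper states that sequencing was performed 3 times, and no source used here says that the 3 libraries of a group came from separate cultures, so p-values measure the spread between these libraries, which may be technical.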

To explore the biological relevance of HSF1 activation to β-catenin signaling, we profiled gene expression of wild type mouse embryonic fibroblasts (WT MEF) and HSF1 knock-out MEF (HSF1 KO MEF) before and after LiCl treatment (NCBI GEO: GSE151119). 

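Gdf15, which encodes a secreted stress cytokine, rose after LiCl treatment from 7.35 ± 0.64 to 335 ± 26.1 FPKM in WT MEF (SD, n = 3; log2 fold change 5.33, standard error 0.09, adjusted p = 2.26e-11 from limma). It rose in HSF1 KO MEF from 4.67 ± 0.50 to 13.0 ± 0.76 FPKM (log2 fold change 1.30, standard error 0.09, adjusted p = 5.42e-07). Mmp15, a membrane-bound matrix metalloproteinase gene, rose from 0.50 ± 0.11 to 31.5 ± 1.40 FPKM in WT MEF and from 0.58 ± 0.08 to 12.7 ± 0.56 FPKM in HSF1 KO MEF. Palm3, Rhbdl2, Tbc1d8, Slc4a11, Plek2 and Depdc7 rose by 4.36 to 4.86 on the log2 scale in WT MEF and by 2.77 to 3.56 in HSF1 KO MEF. The largest rises in HSF1 KO MEF were those of the proliferin genes Prl2c3 (log2 fold change 4.57) and Prl2c2 (4.39), near-identical copies whose reads cannot be told apart with certainty. In WT MEF these genes rose by 3.60 and 4.43. The Notch ligand gene Jag2 rose by 4.08 in WT MEF and by 3.42 in HSF1 KO MEF.

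**Figure D1:**
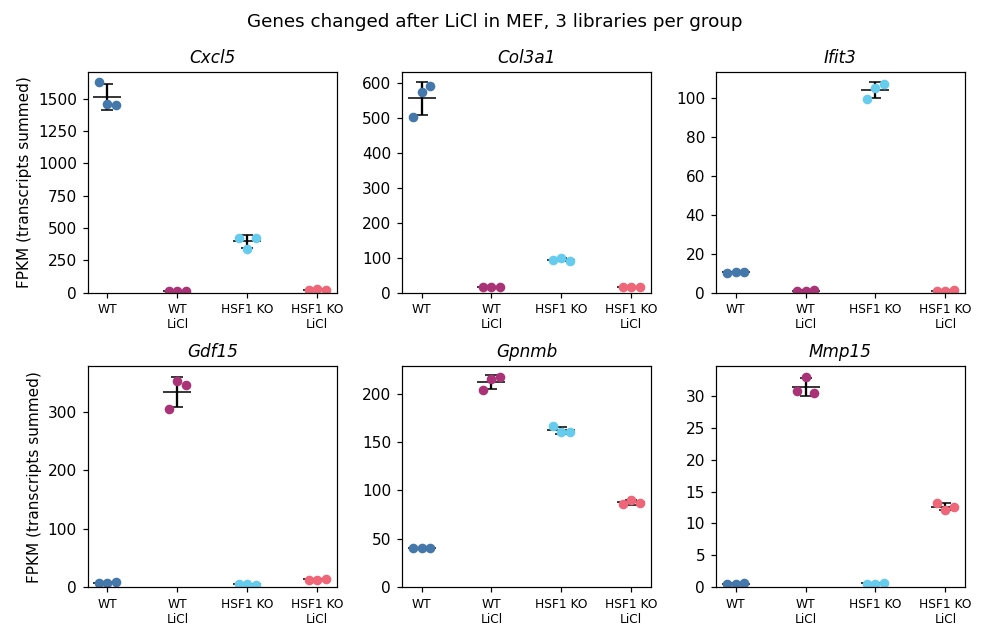
FPKM of 6 genes (y axis, transcripts of a gene summed) in WT MEF and HSF1 KO MEF without and with LiCl (x axis). Points are libraries, the horizontal line is the mean and the bars are the SD of 3 libraries. After LiCl, Gdf15 reached a mean of 335 FPKM in WT MEF and 13.0 FPKM in HSF1 KO MEF, Cxcl5 and Col3a1 fell in both genotypes, and Gpnmb rose in WT MEF and fell in HSF1 KO MEF.

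Of 41 genes of the lysosome and its proton pump (v-ATPase), 34 rose and 1 fell in WT MEF, and 22 rose and 3 fell in HSF1 KO MEF. Atp6v1d, a subunit of the pump, rose from 21.4 ± 1.52 to 79.5 ± 1.58 FPKM in WT MEF and from 25.3 ± 1.04 to 46.3 ± 1.58 FPKM in HSF1 KO MEF. As a set, these genes were higher in WT MEF (adjusted p = 2.02e-07 from limma's camera, adjusted p = 0.00375 with an estimated correlation). The set did not pass the test in HSF1 KO MEF (adjusted p = 0.0567), where it did after quantile normalization (adjusted p = 0.0241), while 15 rose and 7 fell there after median-of-ratios scaling (adjusted p = 0.235). Of these 41 genes, 24 are in Additional file 3, which the study drew from these libraries and whose gene names had been read when the list was written, so their direction is not independent evidence. Of 18 targets of ATF4, the transcription factor of the amino acid response, 14 rose and none fell in WT MEF, and 13 rose and 2 fell in HSF1 KO MEF. Ddit3 rose by 3.66 on the log2 scale in WT MEF and 2.72 in HSF1 KO MEF, and Sesn2 by 1.35 and 1.23. The set was higher in WT MEF (adjusted p = 0.00252 from camera, adjusted p = 0.0667 with an estimated correlation) and in HSF1 KO MEF (adjusted p = 0.00169, adjusted p = 0.0513 with an estimated correlation). Of 19 p53 targets, 16 rose and 2 fell in WT MEF, and 14 rose and 1 fell in HSF1 KO MEF. Among them were Pmaip1, which encodes the pro-apoptotic protein NOXA (log2 fold change 3.02 in WT MEF and 1.76 in HSF1 KO MEF), and Perp (3.46 and 2.04). The set was higher in WT MEF (adjusted p = 0.000895 from camera, adjusted p = 0.0501 with an estimated correlation) and in HSF1 KO MEF (adjusted p = 0.00126, adjusted p = 0.0442 with an estimated correlation). Of 20 genes of ribosome biogenesis, 18 rose in WT MEF, 17 rose in HSF1 KO MEF and none fell in either, with Nop14 rising by 1.20 and 0.98. This set too was higher in WT MEF (adjusted p = 0.000119 from camera, adjusted p = 0.0651 with an estimated correlation) and in HSF1 KO MEF (adjusted p = 0.000343, adjusted p = 0.0637 with an estimated correlation). Of 20 nuclear genes of oxidative phosphorylation, 16 rose and none fell in each genotype, with Ndufc2 rising by 1.43 in WT MEF and 0.81 in HSF1 KO MEF. After median-of-ratios scaling, 9 rose and 1 fell in HSF1 KO MEF (adjusted p = 0.0511 from camera). The set test gave an adjusted p of 0.00096 in WT MEF (adjusted p = 0.197 with an estimated correlation) and 0.00934 in HSF1 KO MEF (adjusted p = 0.343 with an estimated correlation). Of 24 cell cycle genes, 17 rose and 1 fell in HSF1 KO MEF (adjusted p = 0.00126 from camera, adjusted p = 0.0208 with an estimated correlation), and 7 rose and 6 fell in WT MEF (adjusted p = 0.579). Rrm2, the small subunit of ribonucleotide reductase, rose from 46.5 ± 2.28 to 103 ± 3.67 FPKM in HSF1 KO MEF and was 66.3 ± 1.71 and 69.4 ± 3.94 FPKM in WT MEF. Of these lists, 10 genes of oxidative phosphorylation, 5 p53 targets, 5 genes of ribosome biogenesis, 4 ATF4 targets and 1 cell cycle gene are in Additional file 3, so the direction of these genes is not independent evidence either. Adjusted over the list alone, these counts were the same, except that 19 genes of ribosome biogenesis rose in WT MEF and 15 p53 targets rose in HSF1 KO MEF.

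At an adjusted p under 0.01 and a log2 fold change over 2, the thresholds in the legend of Fig. 1j, 262 genes were higher in WT MEF and 73 in HSF1 KO MEF after LiCl. The counts were 500 and 281 with a pseudocount of 0.1 in place of 1, and 1503 and 850 at a log2 fold change over 1 (1130 and 517 after median-of-ratios scaling).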

While only 750 genes were upregulated in LiCl treated-HSF1 KO MEF, there were 1435 genes significantly upregulated in WT MEF after LiCl treatment (Fig. 1j). Among them, 875 genes displayed a dependence on HSF1 since their expression levels failed to be upregulated by LiCl treatment once HSF1 was depleted (Fig. 1k). 

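Additional file 3 lists these 875 genes, of which 859 were matched and above the filter on low FPKM. In WT MEF, 825 of the 859 (96%) rose after LiCl, 1 (Hes6, a transcriptional repressor of the Hes family) fell and 33 did not pass the threshold (adjusted p under 0.05 from limma), with a median log2 fold change of 1.25. In HSF1 KO MEF, 692 (80.6%) rose as well, 23 fell and 144 did not pass, with a median of 0.71. The difference between the 2 responses was larger in WT MEF for 542 genes (63.1%) and smaller for 1 (4933427D14Rik), and 316 did not pass (interaction, adjusted p under 0.05). Hes6 and 4933427D14Rik were named after their values were seen. Of the 542 genes, 445 rose in HSF1 KO MEF too and 22 fell there. Adjusted over the list alone, 826 genes were higher in WT MEF, 700 were higher and 25 lower in HSF1 KO MEF, and 601 had a larger response in WT MEF. The study chose the list on these libraries, so neither count is independent evidence. A log2 fold change over 1 was reached by 777 of the genes in WT MEF and by 74 in HSF1 KO MEF.

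Lysosomal genes were among those whose responses differed. Gpnmb, a lysosomal membrane glycoprotein gene, rose from 40.7 ± 0.15 to 212 ± 7.40 FPKM in WT MEF (SD, n = 3) and fell from 162 ± 3.62 to 87.7 ± 2.25 FPKM in HSF1 KO MEF (interaction 3.24, standard error 0.06, adjusted p = 8.96e-10). Ctsk, the collagen-degrading protease cathepsin K, rose from 31.9 ± 2.21 to 123 ± 1.35 FPKM in WT MEF and was 17.2 ± 1.01 and 15.2 ± 1.04 FPKM in HSF1 KO MEF (interaction 2.09, standard error 0.10, adjusted p = 1.6e-07). For Gla, the lysosomal α-galactosidase gene, and Atp6v1b2, a subunit of the proton pump, the interaction was 1.78 and 1.51. Of the 41 genes of the lysosome and the proton pump, 28 responded more in WT MEF and none responded less (30 adjusted over the list alone; adjusted p = 1.4e-11 from camera, adjusted p = 0.000659 with an estimated correlation). Since 24 of them are in Additional file 3, chosen on these libraries as raised in WT MEF and not in HSF1 KO MEF, this difference is not independent evidence. Before LiCl, 19 of the 41 genes were higher and 3 lower in HSF1 KO MEF than in WT MEF (adjusted p = 0.00232 from camera, adjusted p = 0.02 with an estimated correlation, and 21 higher and 4 lower adjusted over the list alone). Cd68, which encodes a lysosomal glycoprotein used as a macrophage marker, rose from 3.39 ± 1.15 to 10.9 ± 0.66 FPKM in WT MEF and fell from 42.8 ± 0.76 to 3.15 ± 0.33 FPKM in HSF1 KO MEF (interaction 4.88, standard error 0.24, adjusted p = 1.79e-07). Cd68 is 1 of 9 macrophage markers, of which 9 were higher in HSF1 KO MEF than in WT MEF before LiCl (median log2 fold change 3.36, adjusted p = 5.54e-12 from camera, adjusted p = 0.000841 with an estimated correlation; 9 adjusted over the list alone). Of the 859 genes, 44 were over 2 times higher in HSF1 KO MEF before LiCl. When all such genes were left out of the test, an alternative chosen after the data were seen, 497 genes had a larger response in WT MEF.

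**Figure D2:**
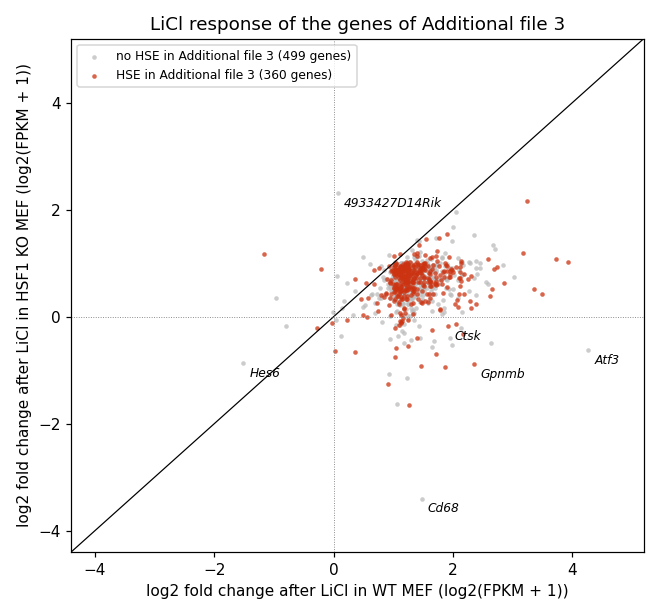
Log2 fold change after LiCl of the 859 tested genes of Additional file 3 in WT MEF (x axis) and in HSF1 KO MEF (y axis), on the log2(FPKM + 1) scale. Each point is a gene, red with and grey without an HSE in Additional file 3, and the diagonal marks equal responses. Most points lie below the diagonal and above 0 on both axes, with medians of 1.25 in WT MEF and 0.71 in HSF1 KO MEF.

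The paper reasons that these genes depended on HSF1, since LiCl did not upregulate them in the cells that lack it.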

In fact, their expression levels had a high correlation with the expression of a previously reported HSF1 signature (Fig. 1l). Furthermore, 368 (42%) genes had a HSE (Heat shock response element, HSE) within their promoter regions (Fig. 1m and Additional file 3), meaning that they are most likely bona fide targets of HSF1. Indeed, some of them such as Tma16, Dedd2, Hspa9 and Kif21a have been confirmed as the target of HSF1 by ChIP-seq (NCBI GEO: GSE57398) (Fig. 1n and Additional file 2, Fig.S1G). 

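Hspa9, which encodes the mitochondrial HSP70 protein mortalin, rose after LiCl from 133 ± 2.10 to 292 ± 5.61 FPKM in WT MEF (SD, n = 3; log2 fold change 1.12, standard error 0.04, adjusted p = 3.53e-09 from limma) and from 162 ± 4.66 to 261 ± 7.82 FPKM in HSF1 KO MEF (0.69, standard error 0.04, adjusted p = 3.05e-07). Its response was larger in WT MEF by 0.44 (standard error 0.06, adjusted p = 0.000374). Hspa9 lies on the reverse strand of chromosome 18 of GRCm38 from 34937414 to 34954357, and Additional file 3 gives the elements CGAAGCTTCG and GGAACTTTCA for it. Kif21a, a kinesin gene on the reverse strand of chromosome 15 from 90933276 to 91049948 with the element AGAACATTCA, rose from 2.74 ± 0.52 to 7.93 ± 0.76 FPKM in WT MEF (log2 fold change 1.26, adjusted p = 3.79e-06) and from 1.78 ± 0.27 to 4.26 ± 0.20 FPKM in HSF1 KO MEF (0.93, adjusted p = 6.28e-05). The difference between these responses did not pass the threshold (interaction 0.33, adjusted p = 0.168). Tma16, on the reverse strand of chromosome 8 from 66473118 to 66486530 with the element AGAATTTTCT, was 1.79 ± 0.74 FPKM without and 3.62 ± 1.33 FPKM with LiCl in WT MEF (log2 fold change 0.73, adjusted p = 0.0191). This call was lost without WT MEF replicate 1 (adjusted p = 0.0775) or without the unnumbered WT MEF LiCl library (adjusted p = 0.0783). In HSF1 KO MEF, Tma16 was 1.72 ± 0.44 and 2.25 ± 0.25 FPKM (adjusted p = 0.363), and the difference did not pass the threshold (interaction 0.46, adjusted p = 0.338). Dedd2, on chromosome 7 from 25199915 to 25220615 with the elements TGAAAGTTCA and TGAAAATTCA, was under the filter on low FPKM and was not tested. It was 0.107, 0 and 0 FPKM in WT MEF, 1.112, 1.186 and 0.915 FPKM in WT MEF with LiCl, 0, 1.035 and 0 FPKM in HSF1 KO MEF, and 0.049, 0.069 and 0.988 FPKM in HSF1 KO MEF with LiCl. Additional file 3 gives the sequence of an element and not its position.

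**Figure D3:**
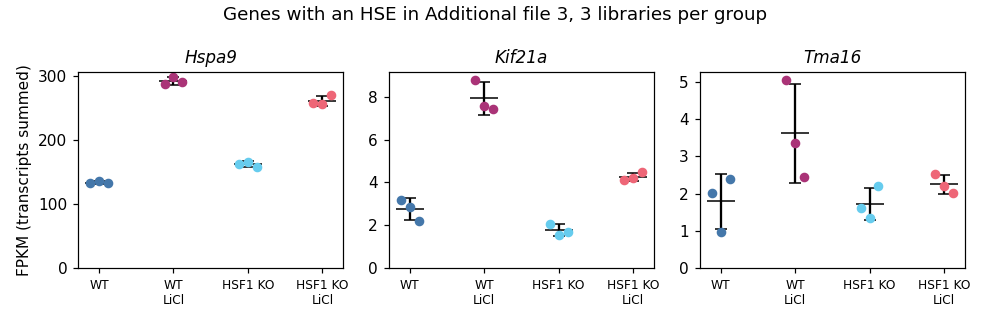
FPKM of Hspa9, Kif21a and Tma16 (y axis) in WT MEF and HSF1 KO MEF without and with LiCl (x axis). Points are libraries, the horizontal line is the mean and the bars are the SD of 3 libraries. Hspa9 reached a mean of 292 FPKM after LiCl in WT MEF and 261 FPKM in HSF1 KO MEF.

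Of the 859 tested genes of Additional file 3, 360 have an HSE and 499 have none. The median log2 fold change after LiCl in WT MEF was 1.26 with and 1.24 without an HSE (difference 0.018, p = 0.381, two-sided permutation test over genes, which are not independent replicates). The medians in HSF1 KO MEF were 0.72 and 0.71 (p = 0.451, the same permutation test). The median difference between WT and HSF1 KO MEF was 0.61 with and 0.58 without an HSE (difference 0.032, p = 0.328 from the same permutation test, 95% bootstrap interval -0.033 to 0.106). The difference in WT MEF ranged from 0.0095 with transcripts tested one by one to 0.073 with a pseudocount of 0.1, was 0.0423 without the unnumbered WT MEF library, and passed the threshold under none of the alternatives run. With Benjamini-Hochberg adjustment over these 3 comparisons, each p was 0.451. Both groups come from a list that the study chose by the response to LiCl in these libraries. That choice narrows the range of the values, so similar medians do not show that an HSE has no bearing on the response.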

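Of 24 genes of heat shock proteins and chaperones, the class of genes HSF1 is best known to activate, 15 rose and 4 fell after LiCl in WT MEF, and 13 rose and 5 fell in HSF1 KO MEF. Hspe1, which encodes the mitochondrial chaperonin HSP10, rose from 76.0 ± 5.82 to 251 ± 6.70 FPKM in WT MEF (SD, n = 3) and from 127 ± 13.2 to 267 ± 19.2 FPKM in HSF1 KO MEF, with a larger response in WT MEF (interaction 0.64, standard error 0.12, adjusted p = 0.00215 from limma). Hspa1b, an inducible HSP70 gene, rose from 11.6 ± 0.38 to 34.2 ± 1.25 FPKM in WT MEF and from 14.8 ± 1.53 to 28.7 ± 1.23 FPKM in HSF1 KO MEF. The near-identical copy Hspa1a, with which Hspa1b may share reads, rose by 1.74 on the log2 scale in WT MEF and 1.12 in HSF1 KO MEF. Hsph1, which encodes HSP110, rose from 41.1 ± 1.55 to 65.8 ± 4.74 FPKM in WT MEF and from 16.9 ± 1.52 to 37.3 ± 3.01 FPKM in HSF1 KO MEF. Before LiCl, Hsph1 was lower in HSF1 KO MEF than in WT MEF (log2 fold change -1.23, standard error 0.08, adjusted p = 6.48e-07). Hspa4 rose by 0.42 in WT MEF (adjusted p = 7.46e-05), its log2 fold change in HSF1 KO MEF was -0.06 (adjusted p = 0.418), and the difference passed the threshold (interaction 0.48, adjusted p = 0.00121). Dnajb1 rose by 0.33 in WT MEF and 0.37 in HSF1 KO MEF. Hspb1, the small heat shock protein HSP27, fell from 146 ± 12.1 to 50.1 ± 4.45 FPKM in WT MEF and from 177 ± 16.5 to 68.7 ± 11.4 FPKM in HSF1 KO MEF. Hsp90aa1 did not pass the threshold in WT MEF (log2 fold change 0.41, adjusted p = 0.0755) or in HSF1 KO MEF (0.42, adjusted p = 0.0763). It did pass in WT MEF without WT MEF replicate 1 (adjusted p = 0.0378), and in HSF1 KO MEF without WT MEF replicate 2 (0.0482), the unnumbered WT MEF LiCl library (0.0474) or HSF1 KO MEF LiCl replicate 1 (0.0325). Over the 24 genes, 6 responded more in WT MEF and 3 more in HSF1 KO MEF. As a set they were higher in WT MEF after LiCl (adjusted p = 0.042 from camera), but not with an estimated correlation (adjusted p = 0.197) or median-of-ratios scaling (adjusted p = 0.0902). The set did not pass in HSF1 KO MEF (adjusted p = 0.127) or for the difference (adjusted p = 0.298). After median-of-ratios scaling, 13 rose and 5 fell in WT MEF and 10 rose and 7 fell in HSF1 KO MEF. Of these genes, 16 rose and 4 fell in WT MEF and 14 rose and 5 fell in HSF1 KO MEF when adjusted over the list alone.

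Of 18 measured Wnt/β-catenin target genes, 5 rose and 10 fell in WT MEF after LiCl, and 9 rose and 5 fell in HSF1 KO MEF. Axin2, a negative feedback gene of the pathway that was singled out here after its values were seen, rose from 1.11 ± 0.38 to 2.91 ± 0.21 FPKM in WT MEF and from 0.32 ± 0.09 to 3.01 ± 0.34 FPKM in HSF1 KO MEF. Ccnd1, which encodes cyclin D1, rose from 81.8 ± 3.35 to 112 ± 4.92 FPKM in WT MEF and from 61.5 ± 1.51 to 135 ± 8.94 FPKM in HSF1 KO MEF. Myc fell from 15.6 ± 2.31 to 2.88 ± 0.42 FPKM in WT MEF (log2 fold change -2.09, standard error 0.16, adjusted p = 5.27e-07). In HSF1 KO MEF, Myc was 23.2 ± 2.67 and 18.5 ± 3.60 FPKM (log2 fold change -0.32, adjusted p = 0.105, and 0.0317 after quantile normalization). Dact1, Bmp4 and Nkd2 fell in both genotypes, with log2 fold changes of -2.60, -2.11 and -1.78 in WT MEF. Lgr5 fell from 3.44 ± 0.58 to 0.06 ± 0.03 FPKM in WT MEF and was 0.12 ± 0.08 and 0.01 ± 0.02 FPKM in HSF1 KO MEF. As a set the targets were lower in WT MEF (adjusted p = 0.0292 from camera), but not with an estimated correlation (adjusted p = 0.114) or after quantile normalization (adjusted p = 0.0659) or median-of-ratios scaling (adjusted p = 0.0628). The set did not pass in HSF1 KO MEF (adjusted p = 0.803), with a median of 0.25 and a mean of -0.07. For 11 of the 18 targets the response was lower in WT MEF than in HSF1 KO MEF, and for none was it higher (adjusted p = 0.00392 from camera, adjusted p = 0.0503 with an estimated correlation). Before LiCl, 11 of the 18 were already lower and 3 higher in HSF1 KO MEF than in WT MEF. The median log2 fold change was -0.427 (adjusted p = 0.0308 from camera, adjusted p = 0.135 with an estimated correlation). Targets already near 0 there, such as Lgr5, had little room to fall further. When adjusted over the list alone, 10 rose and 5 fell in HSF1 KO MEF, the counts in WT MEF were the same, and the response was higher in WT MEF for 2 and lower for 11.

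**Figure D4:**
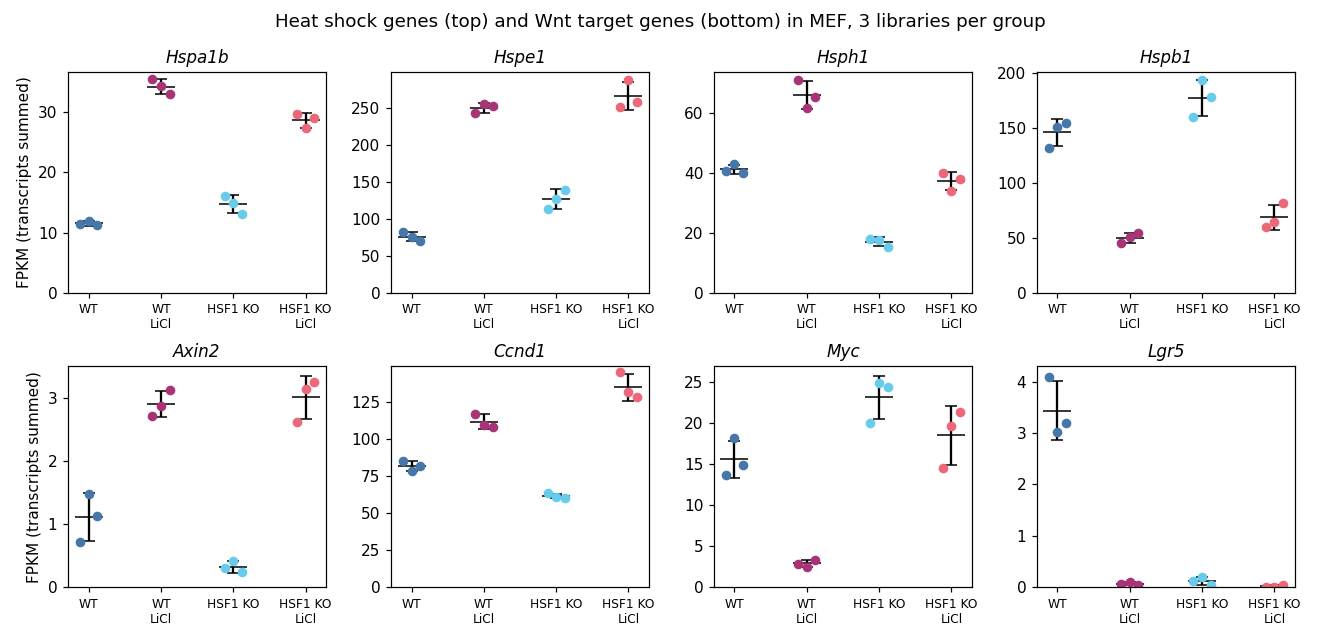
FPKM of 4 heat shock genes (top) and 4 Wnt target genes (bottom) on the y axis, in WT MEF and HSF1 KO MEF without and with LiCl (x axis). Points are libraries, the horizontal line is the mean and the bars are the SD of 3 libraries. Hspa1b, Hspe1, Hsph1, Axin2 and Ccnd1 rose and Hspb1 fell after LiCl in both genotypes, and Myc fell from 15.6 to 2.88 FPKM in WT MEF.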

Taken together, these results indicated that β-catenin can positively regulate HSF1.

### β-Catenin stimulates HSF1 protein translation

To delineate how β-catenin regulates HSF1, we quantitated protein levels of HSF1 before and after inhibiting β-catenin. Both pyrvinium and β-catenin depletion reduced the protein level of HSF1 (Fig. 2a and b). In contrast, overexpression of exogenous β-catenin increased HSF1 protein level (Fig. 2c). Furthermore, HSF1 protein level was increased after activating WNT/β-catenin signaling by LiCl treatment in both RKO and MEF cells (Fig. 2d). In addition, HSF1 expression correlates well with β-catenin expression in primary tissues (Fig. 2e and f, *p* < 0.01, Chi-Square Test). All of these data indicated that β-catenin upregulates HSF1 protein expression.

**Fig. 2:**
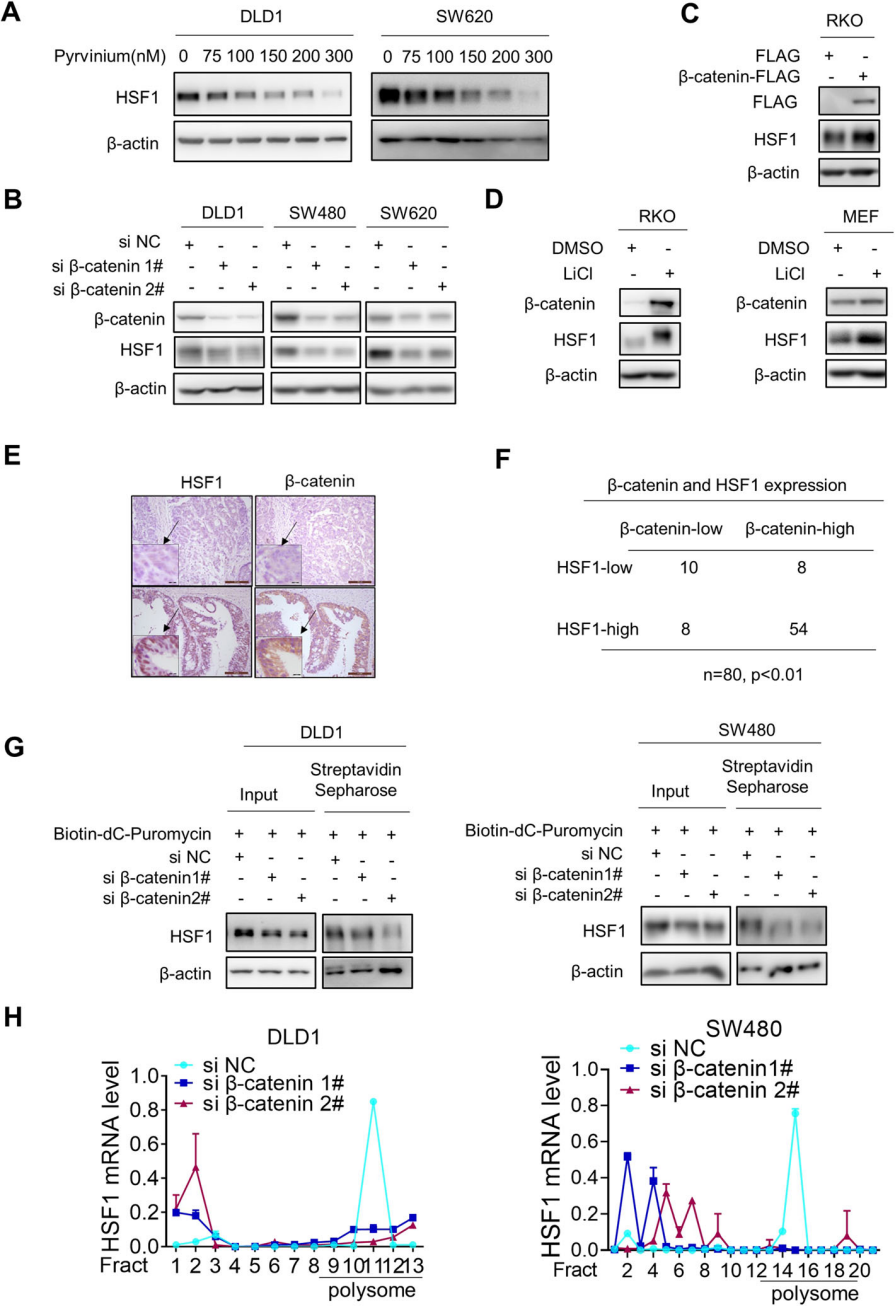
β-catenin stimulates HSF1 protein translation. **a** The effect of Pyrvinium on the protein expression of HSF1 was explored by western blotting. **b** The effect of β-catenin knockdown on HSF1 protein level was analyzed by western blotting. **c** The protein level of HSF1 before and after β-catenin overexpression was analyzed by western blotting. **d** The effect of LiCl on HSF1 protein level in RKO and MEF was analyzed by western blotting. **e** The expression of β-catenin and HSF1 in colorectal tissue was analyzed by immunohistochemistry staining. **f** The correlation between β-catenin expression and HSF1 expression in colorectal tissue was analyzed by chi-square test (*p < 0.01). **g** The effect of β-catenin depletion on HSF1 with puromycin labeling was determined by western blotting. **h** Amount of HSF1 mRNA in various polysome fractions was analyzed by RT-PCR(*p < 0.05)

However, there were no apparent alterations in HSF1 mRNA level after β-catenin knockdown or pyrvinium treatment (Additional file 2, Fig.S2A and S2B). Meanwhile, the half-life of HSF1 protein was also not changed before and after β-catenin knockdown (Additional file 2, Fig.S2C). Inhibitors of proteasome, autophagy and calpains all failed to reverse HSF1 protein downregulation induced by β-catenin knockdown (Additional file 2, Fig.S2D). All of these results implied that β-catenin affects HSF1 protein expression most-likely via translation regulation. Therefore, puromycin labeling assay was employed to monitor the synthesis of nascent HSF1 protein [21]. As expected, the puromycin labeling of HSF1 was reduced by β-catenin depletion (Fig. 2g). To further confirm it, mono/polysome fractions from cytoplasmic extracts of CRC cells before and after β-catenin depletion were collected by sucrose gradient centrifugation. The subsequent RT-PCR analysis revealed that β-catenin depletion considerably reduced the presence of HSF1 mRNA in the polysome fraction but increased in non-translating ribosome fractions (Fig. 2h). In summary, β-catenin upregulates HSF1 expression by stimulating HSF1 protein translation.

### HSF1 protein translation is regulated by miR455-3p

As microRNAs (miRNAs) play an important role in regulating the efficiency of protein translation, we wondered whether HSF1 protein translation was regulated by microRNAs. Based on bioinformatics screening by TargetScan, miRDB and StarBase, some microRNAs including miR455-3p, miR214-5p, miR431-5p, miR184, miR490-3p, and miR375 were proposed to target 3′-UTR of HSF1 mRNA (Fig. 3a). After functional validation by western blotting, miR455-3p and miR214-5p, but not other microRNAs, were capable to suppress the expression of HSF1 protein in CRC cells (Fig. 3b and Additional file 2, Fig.S3A). However, miR214-5p but not miR455-3p also reduced HSF1 mRNA level (Additional file 2, Fig.S3B). What’s more, an inhibitor of miR455-3p rather than miR214-5p rescued the downregulation of HSF1 protein by β-catenin knockdown (Fig. 3c and Additional file 2, Fig.S3C), indicating that miR455-3p might be relevant to β-catenin-involved regulation of HSF1 protein translation. Indeed, miR455-3p inhibited the activity of luciferase driven by wild type HSF1 mRNA 3′-UTR but not its mutant unable to bind miR455-3p (Fig. 3d). The interaction of miR455-3p with HSF1 mRNA was further confirmed by biotin pull down assay (Fig. 3e). Based on the analysis of TCGA data (http://mirtv.ibms.sinica.edu.tw/), the expression of miR455-3p is lower in colon adenocarcinoma than in normal tissues (Additional file 2, Fig.S3D). Similarly, qPCR analysis revealed lower levels of miR455-3p in CRC tissues than in adjacent non-tumor tissues (Fig. 3f). Additionally, we had confirmed high expression of HSF1 in the same cohort of human CRC tissues previously [7]. Indeed, miR455-3p expression was negatively correlated with the expression of HSF1 (Fig. 3g). On the other hand, miR455-3p, similar to HSF1 inhibition as we reported recently [7], reduced the expression of HSF1 targets, induced the viability inhibition and apoptosis activation of colorectal cancer cells (Fig. 3h-j and Additional file 2, Fig.S3E-G). The seed sequence of microRNAs was important for targeting mRNA by base-pairing [22]. Indeed, the seed sequence mutant of miR455-3p could not downregulate the protein level of HSF1 (Additional file 2, Fig.S4A), confirming the importance of miR455-3p to target HSF1 protein expression. In a word, miR455-3p targets HSF1 mRNA 3′-UTR to inhibit its translation.

**Fig. 3:**
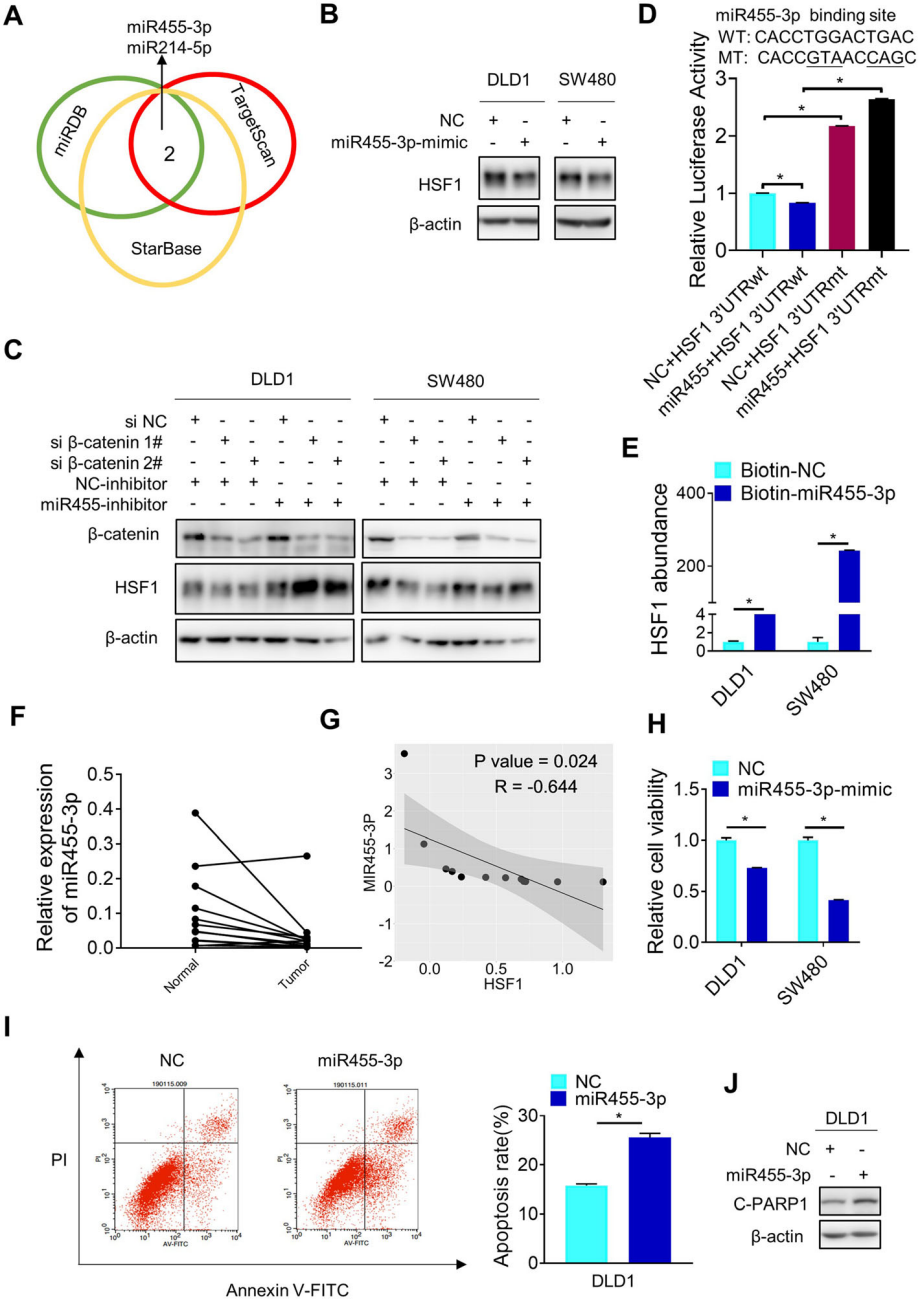
HSF1 protein translation is regulated by miR455-3p. **a** Overlap of HSF1-targeting microRNAs predicted by TargetScan, miRDB and StarBase. **b** The effect of miR455-3p on HSF1 protein was analyzed by western blotting. **c** The effect of miR455-3p inhibitor on β-catenin knockdown-induced HSF1 downregulation was determined by western blotting. **d** Luciferase activity assay was used to analyze the effect of miR455-3p on the activity of 3′-UTR with or without miR455-3p binding sites (*p < 0.05). **e** The binding between biotin-miR455-3p and HSF1 mRNA was determined by biotin pull down assay (*p < 0.05). **f** Expression of miR455-3p in 12 pairs of fresh CRC tissues and adjacent non-tumor tissues was analyzed by qPCR. **g** The correlation of HSF1 protein and miR455-3p in 12 pairs of fresh CRC tissues and adjacent non-tumor tissues was analyzed. **h** The effect of miR455-3p on viability of CRC cells was explored by MTS assay. **i** The effect of miR455-3p on apoptosis of CRC cells was analyzed using flow cytometry after PI and annexin V-FITC double staining. **j** Apoptosis of CRC cells treated with or without miR455-3p was determined by western blotting

### m6A modification of HSF1 mRNA stimulates its protein translation

In addition to microRNA, mRNA modifications such as N6-methyladenosine (m6A) play important roles in the regulation of HSF1 translation. Interestingly, we noticed that the matching sites of miR455-3p seed sequence in HSF1 mRNA 3′-UTR contains a typical motif of m6A modification (Fig. 4a), which was supported by bioinformatic analysis (http://www.cuilab.cn/sramp) (Fig. 4b and Additional file 2, Fig.S4B). Moreover, we have done the MeRIP sequencing in SW620 and found that the 3′-UTR region of HSF1 has one m6A modification site. Intriguingly, this sequence is completely complementary to the seed sequence of miR455-3p (Additional file 2, Fig.S4C). PCR analysis after meRIP (m6A RNA immunoprecipitation) further confirmed m6A modification of HSF1 mRNA (Fig. 4c). What’s more, the activity of luciferase driven by the mutant HSF1 mRNA 3′-UTR, which was unable to bind miR455-3p but retains the m6A modification site sequence DRACH (D = A, G or U; R = A or G; H = A, U or C) [23–25], was higher than the activity of luciferase driven by wild type HSF1 mRNA 3′-UTR (Fig. 3d), indicating the importance of m6A modification to HSF1 expression. As the main component of the methyltransferase “writer” complex [26, 27], METTL3 was also bound to HSF1 mRNA (Fig. 4d). Once its expression was depleted, m6A modification of HSF1 mRNA was decreased (Fig. 4e). In consistence with its potential roles in promoting protein translation, such a reduction of HSF1 mRNA m6A modification reduced HSF1 protein expression (Fig. 4f) and nascent HSF1 protein synthesis (Fig. 4g). Furthermore, METTL3 depletion considerably reduced the presence of HSF1 mRNA in the polysome fraction but increased in non-translating ribosome fractions (Fig. 4h), while HSF1 mRNA or the stability of HSF1 protein were not changed (Additional file 2, Fig.S4D and S4E). Moreover, HSF1 protein was decreased with the knockdown of YTHDF1, which was the reader protein of HSF1 m6A modification (Fig. 4i). To sum up, m6A modification of HSF1 mRNA was relevant to stimulate its translation.

**Fig. 4:**
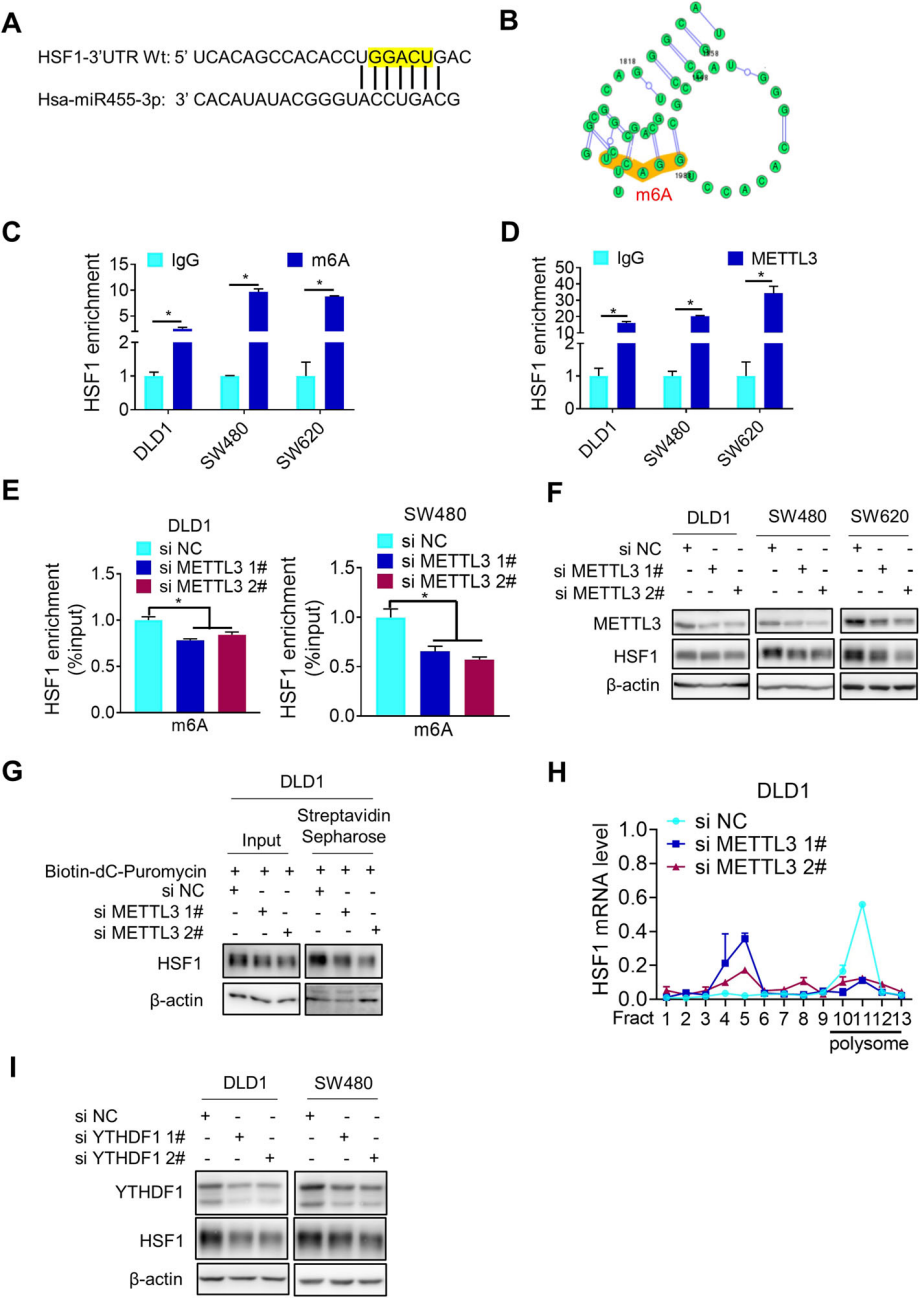
m6A modification of HSF1 mRNA stimulates its protein translation. **a** The sites of HSF1 3′-UTR binding to the seed sequence of miR455-3p was consistent with m6A RNA modification elements “DRACH”. **b** Bioinformatic prediction of m6A modification in 3′-UTR of HSF1 mRNA. **c** m6A modification of HSF1 mRNA was analyzed by meRIP (*p < 0.05). **d** Binding of METTL3 to HSF1 mRNA was detected by RIP (*p < 0.05). **e** m6A modification of HSF1 mRNA with or without METTL3 depletion was analyzed by meRIP (*p < 0.05). **f** The protein level of HSF1 before and after METTL3 depletion was detected by western blotting. **g** The effect of METTL3 knockdown on HSF1 synthesis was determined by western blotting after puromycin labeling. **h** Amount of HSF1 mRNA in various polysome fractions was analyzed by RT-PCR(*p < 0.05). **i** The effect of YTHDF1 knockdown on HSF1 protein level was analyzed by western blotting

### β-Catenin suppresses miR455-3p to increase HSF1 mRNA m6A modification

Next, we explored the interplay between miR455-3p and m6A modification of HSF1 mRNA. Both HSF1 mRNA m6A modification and its binding to METTL3 were decreased by the overexpression of wild type miR455-3p but not its mutant unable to bind to HSF1 mRNA 3′-UTR (Fig. 5a and Additional file 2, Fig.S5A). Interestingly, METTL3 depletion not only reduced m6A modification of HSF1 mRNA (Fig. 4e), but also enhanced the interaction of miR455-3p with HSF1 mRNA (Fig. 5b and Additional file 2, Fig.S5B), while the expression of mature and primary miR455-3p was not upregulated (Additional file 2, Fig.S5C-D). These results indicated that miR455-3p may compete with METTL3 for the m6A modification of HSF1 mRNA, thus inhibiting HSF1 protein translation. Furthermore, the binding of miR455-3p to HSF1 mRNA was not changed by YTHDF1 deletion (Additional file 2, Fig.S5E), indicating that the translation repression of HSF1 mRNA was more likely to be mediated directly by the reduced m6A modification of HSF1.

**Fig. 5:**
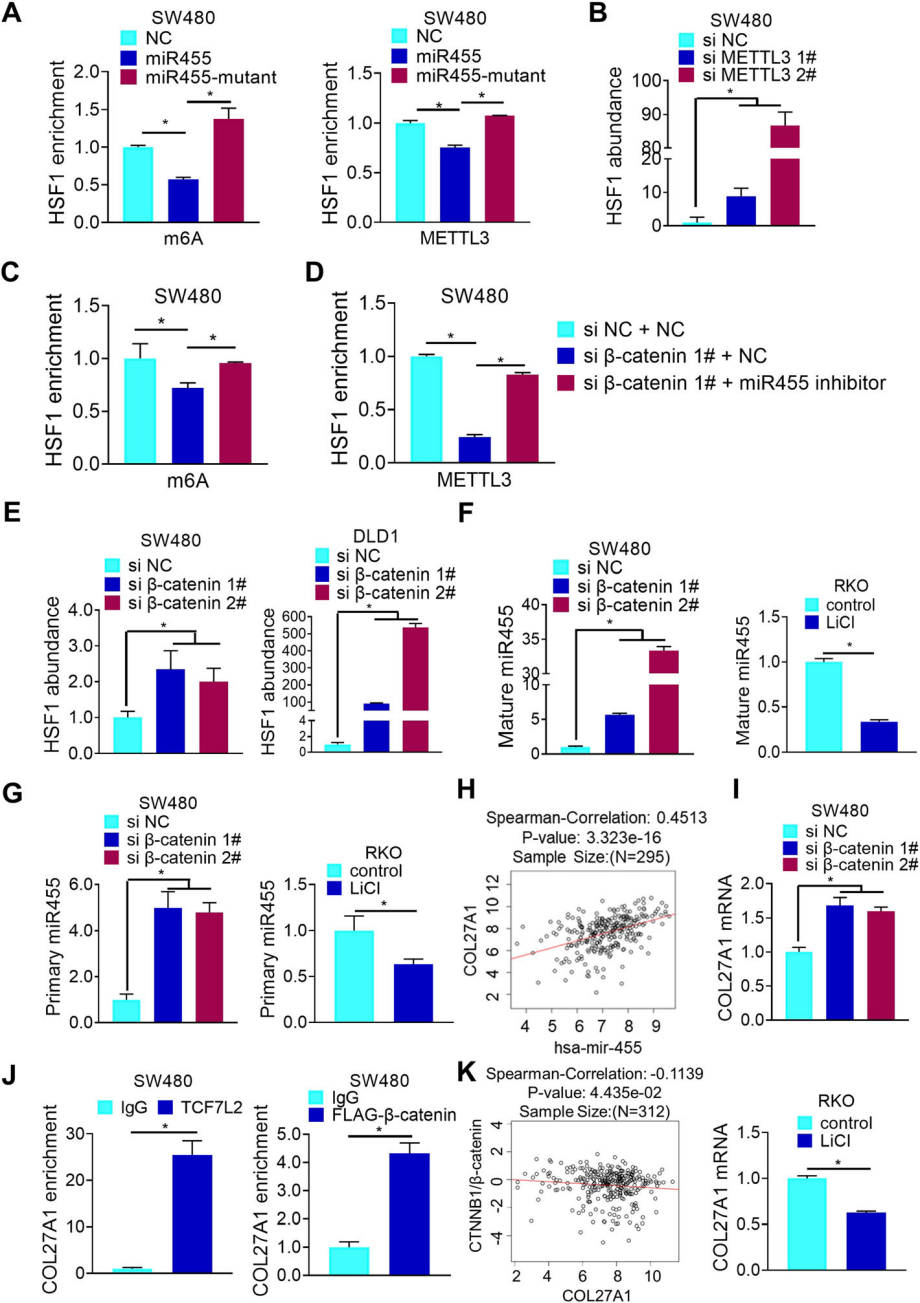
β-catenin suppresses miR455-3p to increase HSF1 mRNA m6A modification. **a** m6A modification and METTL3 interaction of HSF1 mRNA with WT or mutant of miR455-3p were analyzed by RIP. **b** The interaction between biotin-miR455-3p and HSF1 mRNA with or without METTL3 depletion was analyzed by biotin pull down. **c** The effect of miR455-3p inhibitor and/or β-catenin knockdown on m6A modification of HSF1 mRNA was analyzed by meRIP. **d** The effect of miR455-3p inhibitor and/or β-catenin knockdown on the interaction of METTL3 with HSF1 mRNA was analyzed by RIP. **e** The effect of β-catenin knockdown on interaction of miR455-3p and HSF1 mRNA was analyzed by biotin pull down. **f** and **g** The levels of mature (**f**) and primary (**g**) miR455-3p with β-catenin knockdown or LiCl treatment were determined by RT-PCR. **h** The correlation of COL27A1 and miR455 was analyzed in linkedomics (http://linkedomics.org/). **i** The effect of β-catenin depletion or LiCl on mRNA level of COL27A1 was analyzed by RT-PCR. **j** The interaction of β-catenin/TCF7L2 and HSF1 promoter was determined by ChIP. **k** The correlation of β-catenin protein expression with the RNA level of COL27A1 was detected by linkedomics (http://linkedomics.org/)

Indeed, miR455-3p inhibitor rescued β-catenin depletion-induced decrease of HSF1 mRNA m6A modification (Fig. 5c and Additional file 2, Fig.S5F). Meanwhile, the interaction of METTL3 with HSF1 mRNA was abrogated by depleting β-catenin (Fig. 5d and Additional file 2, Fig.S5G), accompanied by the increased interaction of miR455-3p to HSF1 mRNA (Fig. 5e), and upregulation of mature (Fig. 5f and Additional file 2, Fig.S5H), precursor (Additional file 2, Fig.S5I) and primary miR455-3p (Fig. 5g and Additional file 2, Fig.S5J). In contrast, when β-catenin was upregulated by overexpression or LiCl treatment, both mature miR455-3p (Fig. 5f and Additional file 2, Fig.S5H) and primary miR455-3p (Fig. 5g and Additional file 2, Fig.S5J) were downregulated.

Primary miR455-3p was derived from a pre-miRNA hairpin encoded in intron 10 of the collagen gene COL27A1 [28](Additional file 2, Fig.S5K). Actually, COL27A1 expression was significantly correlated with the expression of miR455 (http://linkedomics.org/) (Fig. 5h). Consistent with this, we observed COL27A1 mRNA levels were increased upon β-catenin depletion while decreased after LiCl treatment (Fig. 5i and Additional file 2, Fig.S5L). Moreover, β-catenin/TCF7L2 complex could interact with the promoter of COL27A1, while the pair of primers (Negative-chip-primer) at a position far away from the promoter region could not enrich COL27A1 (Fig. 5j and Additional file 2, Fig.S5M). Meanwhile, the protein expression of β-catenin was negatively correlated with RNA level of COL27A1 (http://linkedomics.org/) (Fig. 5k). These results indicated that the transcription of COL27A1 was inhibited by WNT/β-catenin signaling, leading to decreased biogenesis of miR455-3p. Therefore, β-catenin facilitates the shift from miR455-3p binding to m6A modification in HSF1 mRNA by suppressing miR455-3p expression, eventually promoting HSF1 protein translation.

### Both genetic and chemical inhibition of HSF1 attenuate colorectal carcinogenesis in mice

In light of these in vitro findings, we further explored the relevance of HSF1 to colorectal carcinogenesis in Apc^min/+^ and Apc^min/+^ HSF1^+/−^ mice, since the interaction of mouse miR455-3p and mouse HSF1 mRNA seems to be well conserved (mouse miR455-3p seed sequence: CAGUCCA; the binding site in mouse HSF1 mRNA 3′-UTR: tggactg). The expression of HSF1 and its downstream target GLS1 were increased, while miR455-3p expression was reduced, in intestine tissues from Apc^min/+^ mice compared with normal C57BL/6 mice (Fig. 6a and b). After fed with high-fat diet for 3 months, these Apc^min/+^ mice developed multiple tumors in the intestine (Fig. 6c). However, both the size and number of tumors were significantly reduced in Apc^min/+^ mice treated with a chemical inhibitor of HSF1, KNK437 and Apc^min/+^ HSF1^+/−^ mice (Fig. 6d), accompanied by the downregulation of HSF1 targets (Fig. 6e). All of these results confirmed that HSF1 is a novel downstream target of WNT/β-catenin signaling important to promote CRC development.

**Fig. 6:**
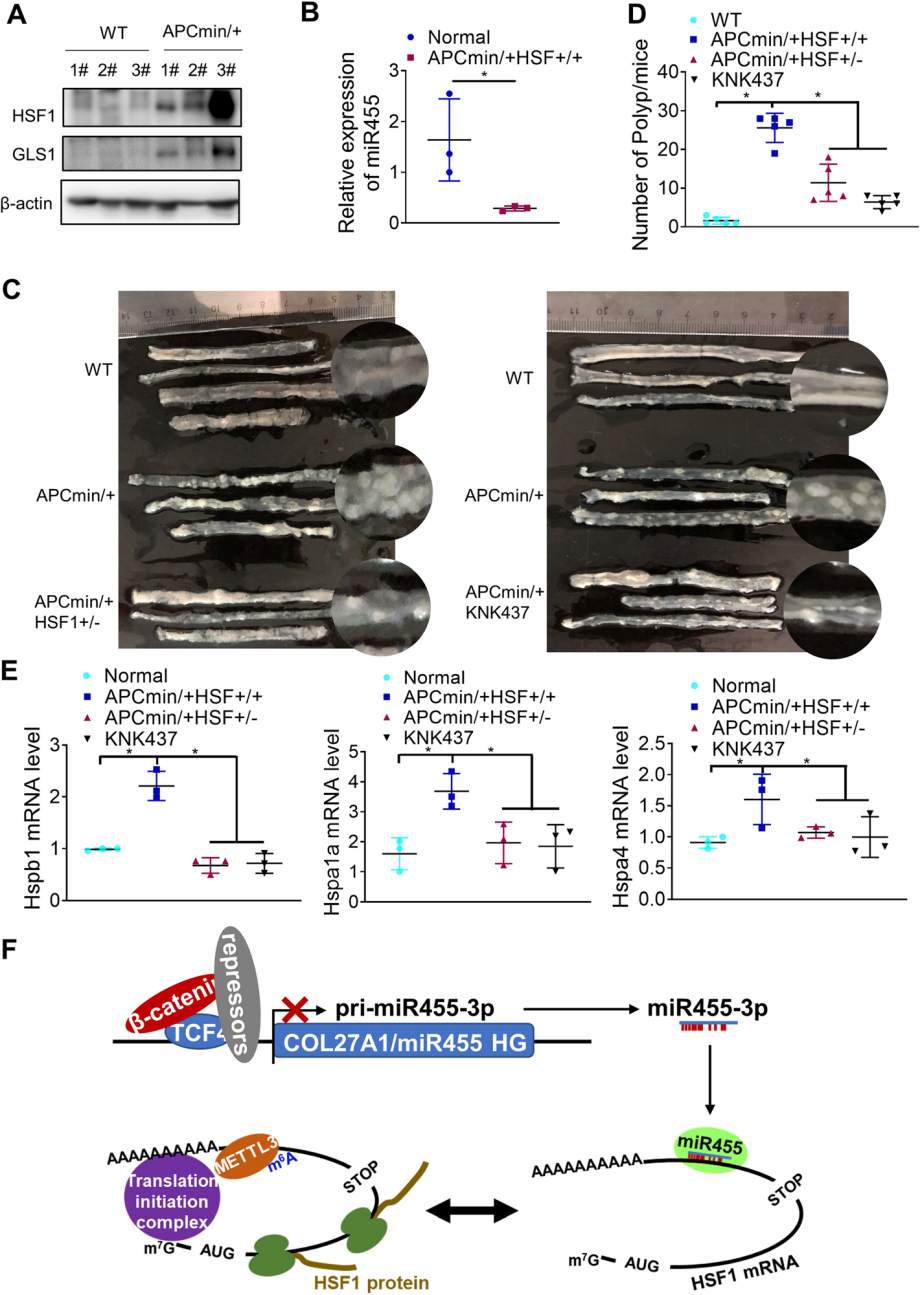
Both genetic and chemical inhibition of HSF1 attenuate colorectal carcinogenesis driven by active Wnt signaling. **a** Expression of HSF1 protein in bowel tissue of APCmin/+ mice was analyzed by western blotting. **b** miR455-3p expression in bowel tissue of APCmin/+ mice was analyzed by RT-PCR. **c** and **d** The number of polyps per mouse in APCmin/+ and APCmin/+ mice when HSF1 was genetically knocked out or chemically inhibited mice was counted. **e** The downstream targets of HSF1 in APCmin/+ treated with KNK437 and APCmin/+HSF1+/− mice were analyzed by PT-PCR. Asterisks (*) indicate a *P* < 0.05. **f** Working model: When Wnt/β-catenin was inactivated, the transcription of COL27A1, the host gene of miR455-3p (miR455HG), was increased so that more miR455-3p was generated to occupy HSF1 mRNA 3′-UTR and prevent it from METTL3-mediated m6A modification, thus repressing HSF1 translation. In contrast, upon Wnt/β-catenin activation, miR455-3p generation was repressed so that HSF1 mRNA accessible for METTL3 binding and m6A modification. Eventually HSF1 translation was stimulated to promote colorectal carcinogenesis

## Discussion

Genetic changes in components of WNT/β-catenin signaling such as deletion of the APC gene and CTNNB1 mutations have been frequently detected in many types of human cancers [29]. All of these mutations will eventually lead to the activation of WNT/β-catenin signaling, mainly displayed as the accumulation of β-catenin in the nucleus to activate TCF/LEFs-driven transcription of so-called WNT responsive target genes including well-known oncogenes such as c-MYC and cyclinD1 [30, 31]. However, alternative functions of activated WNT/β-catenin signaling were largely overlooked because of the overwhelming relevance of these well-known targets. For example, β-catenin played an important role in mitotic spindle orientation and cell migration through regulating cytoskeleton in a transcription-independent manner [32]. In this study, we revealed a new function of WNT/β-catenin signaling in facilitating mRNA m6A modification and stimulating the synthesis of HSF1 protein, which can activate glutaminolysis to promote the pathogenesis of colorectal carcinogenesis [7].

Recently, RNA modifications such as m6A modification were important for fate decision of target mRNAs [12, 33] . However, the regulation of mRNA m6A modification under various circumstances were largely unknown. We reported here that β-catenin can enhance the interaction of HSF1 mRNA with METTL3 to increase its m6A modification. As a result, the translation of HSF1 mRNA was activated and β-catenin expression was correlated with HSF1 expression in various cell lines and primary tissues. Recently, more and more non-classical RNA binding proteins (RBPs) including β-catenin were found to interact with multiple mRNAs [14, 34]. However, we failed to find the direct interaction of β-catenin with METTL3 or HSF1 mRNA (data not shown), thus excluding the direct recruitment of METTL3 by β-catenin. While the mechanism underlying specific interaction of METTL3 to HSF1 mRNA remains to be investigated, we found that miRNAs can affect the accessibility of HSF1 mRNA to METTL3. METTL3 can interact with HSF1 mRNA only when the abundance of miR455-3p was reduced. Once miR455-3p interacts with HSF1 mRNA by base-pairing, the interaction of METTL3 was greatly impaired. It has been reported that miRNA binding sites were remarkably enriched among m6A modification motifs [35]. Furthermore, overexpressing miRNAs significantly increased the association of target mRNAs with METTL3, whereas downregulating miRNA abundance significantly reduced METTL3 binding on mRNAs [35]. Unfortunately, the consequences of increased m6A modification on these mRNAs were not shown. It has been well-recognized that the interaction of miRNAs will lead to the degradation of target mRNAs or suppression of mRNA translation. In contrast, m6A modification can generate distinct consequences including stimulating mRNA translation, promoting or preventing mRNA degradation. Therefore, miRNA-promoted m6A modification must be restricted in particular cells or circumstances. Generally, expression-suppressing miRNAs should repress m6A modifications promoting mRNA translation, just like what we presented here that miR455-3p inhibited m6A modification of HSF1 mRNA to impair its translation efficiency. Certainly, it remains to be investigated how miRNA binding exactly interfere the interaction with METLL3. MiRNA binding results in the formation of miRISC, which may impede METTL3 interaction. On the other hand, m6A modification once formed can alter the structure and conformation of mRNA, thus affecting the base-pairing with miRNAs [36]. Therefore, miRNAs and METTL3 can compete with each other to control the fate decision of mRNAs. Indeed, only wild type miR455-3p but not its mutant with mutations in the seed sequence, interacted with HSF1 mRNA and prevented METTL3 binding. When the increase of miR455-3p was neutralized by miR455-3p inhibitor, β-catenin depletion cannot reduce m6A modification of HSF1 mRNA anymore.

As a result, the abundance of miR455-3p is critical to regulate m6A modification of HSF1 mRNA. Interestingly, we found that β-catenin inhibited the biogenesis of miR455-3p by suppressing the transcription of its host gene COL27A. While β-catenin was well-known to be a transcriptional co-activator, it can also function as a transcriptional repressor to directly repress gene transcription [37, 38]. For example, β-catenin in complex with LEF1 repressed the transcription of Runx2 targets such as osteocalcin 2 [39]. 

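LiCl treatment lowered genes of the extracellular matrix, of interferon signaling and of cholesterol synthesis in WT MEF and in HSF1 KO MEF. Col3a1, which encodes a fibrillar collagen, fell from 556 ± 46.6 to 16.0 ± 0.87 FPKM in WT MEF (SD, n = 3; log2 fold change -5.04, standard error 0.08, adjusted p = 1.16e-11 from limma) and from 94.2 ± 4.21 to 16.3 ± 1.22 FPKM in HSF1 KO MEF (-2.46, standard error 0.08, adjusted p = 1.58e-09). The collagen-crosslinking enzyme gene Lox had a log2 fold change of -6.27 in WT MEF and -3.47 in HSF1 KO MEF, and the matricellular gene Thbs1 -4.01 and -1.23. Of 26 measured genes of the extracellular matrix and myofibroblasts, 25 fell and 1 rose in WT MEF, and 24 fell and 1 rose in HSF1 KO MEF. The set was lower in WT MEF (adjusted p = 1.11e-14 from camera, adjusted p = 0.00517 with an estimated correlation) and in HSF1 KO MEF (adjusted p = 1.15e-13, adjusted p = 0.00437 with an estimated correlation), and 18 of its genes had a lower response in WT MEF by the interaction (adjusted p = 6.01e-10, adjusted p = 0.0109 with an estimated correlation). Of 8 fibroblast markers, 7 fell and none rose in each genotype (adjusted p = 1.65e-05 in WT MEF and 6.97e-06 in HSF1 KO MEF from camera). With an estimated correlation these were an adjusted p = 0.0501 and an adjusted p = 0.0442. Markers of other cell types moved beside them. Of 3 measured adipocyte markers, 2 fell and none rose in HSF1 KO MEF (adjusted p = 0.00498 from camera, adjusted p = 0.0442 with an estimated correlation), and 2 fell and 1 rose in WT MEF (adjusted p = 0.171). Of 3 measured epithelial markers, 3 rose in HSF1 KO MEF (adjusted p = 0.00752, adjusted p = 0.0637 with an estimated correlation) and 3 in WT MEF (adjusted p = 0.0686, and 0.0485 after median-of-ratios scaling). The chemokine gene Cxcl5 fell from 1512 ± 99.95 to 14.8 ± 1.60 FPKM in WT MEF and from 397 ± 47.9 to 23.9 ± 3.81 FPKM in HSF1 KO MEF. The log2 fold changes were -6.26 and -4.52 for the cytokine gene Il6, and -5.14 and -5.99 for the chemokine gene Ccl20. Of 17 interferon response genes, 13 fell and 2 rose in WT MEF (adjusted p = 0.000265 from camera, adjusted p = 0.0501 with an estimated correlation), and 16 fell and 1 rose in HSF1 KO MEF (adjusted p = 3.49e-12, adjusted p = 0.00289 with an estimated correlation). Ifit3 fell from 10.5 ± 0.27 to 1.17 ± 0.08 FPKM in WT MEF and from 104 ± 4.06 to 1.11 ± 0.09 FPKM in HSF1 KO MEF. The macrophage marker Lyz2 moved with them, from 92.6 ± 4.21 to 9.50 ± 2.26 FPKM in WT MEF and from 1173 ± 106 to 85.9 ± 5.98 FPKM in HSF1 KO MEF. Of 9 macrophage markers, 9 fell in HSF1 KO MEF (median log2 fold change -3.40, adjusted p = 2.46e-10 from camera, adjusted p = 0.00289 with an estimated correlation), and 5 fell and 2 rose in WT MEF (adjusted p = 0.148). Of 18 genes of cholesterol synthesis, 13 fell and 4 rose in WT MEF (adjusted p = 0.000755 from camera, adjusted p = 0.0501 with an estimated correlation), and 15 fell and 1 rose in HSF1 KO MEF (adjusted p = 1.7e-08, adjusted p = 0.00524 with an estimated correlation). Fdps, an enzyme of the mevalonate pathway, fell from 58.1 ± 2.12 to 20.0 ± 0.38 FPKM in WT MEF and from 84.0 ± 1.53 to 23.1 ± 1.53 FPKM in HSF1 KO MEF. Adjusted over the list alone, these counts were the same, except that 16 cholesterol synthesis genes fell in HSF1 KO MEF and 19 matrix genes had a lower response in WT MEF.

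At an adjusted p under 0.01, 402 genes had a log2 fold change under -2 after LiCl in WT MEF and 308 in HSF1 KO MEF. These counts were 770 and 568 with a pseudocount of 0.1, and 1392 and 934 at a log2 fold change under -1. Without a fold limit, at an adjusted p under 0.05, 3330 genes fell and 4680 rose in WT MEF, and 2592 fell and 4480 rose in HSF1 KO MEF. The share of higher genes was 58.4% in WT MEF and 63.3% in HSF1 KO MEF. After median-of-ratios scaling it was 48.8% and 48.3%, with 3991 genes lower and 3798 higher in WT MEF and 3455 lower and 3232 higher in HSF1 KO MEF.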

Actually, we found more genes were downregulated after LiCl treatment than genes upregulated (Additional file 2, Fig.S6A). Similar to translational activation, transcriptional repression function of β-catenin depends on its interaction with TCF/LEF1 but recognizes a distinct TCF-binding motif, AGAWAW instead of CTTTGWWS [40]. Conversion of this unique motif to standard TCF-binding sites switched the mode of regulation from β-catenin-mediated repression to activation, indicating the importance of this motif to transcription inactivation. In consistence with the downregulation of COL27A1 expression by β-catenin, multiple such non-canonical TCF4-binding elements were found in its promoter region. When bound to these motifs by its HMG (high mobility group) domain, TCF can activate gene transcription in the absence of β-catenin. Upon the activation of WNT signaling, β-catenin interacted with TCF and repressed gene transcription although the binding of TCF to these motifs was not altered [41]. Other co-activators and co-repressors are likely to be involved in this allosteric regulation and warrants further investigations. Nevertheless, β-catenin/TCF complex could interact with other transcriptional co-repressors such as members of the Groucho family [42]. Alternatively, β-catenin/TCF complex might be able to inhibit the transactivation activity of other transcription factors interacted with the same promoter.

Taken together, β-catenin suppressed the biogenesis of miR455-3p to allow METTL3 binding for m6A modification of HSF1 mRNA, thus stimulating HSF1 mRNA translation. In cancer cells, HSF1 can drive a transcriptional program distinct from heat shock response to support malignant phenotypes [15, 43]. For instance, HSF1 can drive the transcription of PDK3 (Pyruvate Dehydrogenase Kinase 3) to promote glycolysis in chemo-resistant cancer cells [44]. It can also recruit DNMT3a to the promoter of miR137HG and repress the biogenesis of GLS1 (Glutaminase 1)-targeting miR137, thus upregulating GLS1 expression to activate mTOR and promote cancer development [7]. Currently, there are several ongoing clinical trials to evaluate the potential of targeting HSF1 for cancer treatment. Although WNT signaling has been well-known to be important for the development of CRC and many other cancers, no targeting drugs have been developed for clinical application. This study revealed HSF1 as a novel downstream target for β-catenin to promote cancer development, indicating that HSF1-targeting molecules could be tried for the intervention of human cancer driven by activated WNT/β-catenin signaling.

## Conclusions

In summary, β-catenin suppressed the biogenesis of HSF1-targeting miR455-3p to favor METTL3 binding and m6A modification of HSF1 mRNA, thus promoting HSF1 translation. HSF1 expression was upregulated in murine tumors driven by activated WNT/β-catenin signaling and human CRC tissues. Genetic and chemical inhibition of HSF1 significantly attenuated the pathogenesis of CRC in mice. Targeting HSF1 is a potential strategy for the management of human cancers associated with activated WNT/β-catenin signaling.

## Supplementary information

**Additional file 1: Table S1.** RNA oligonucleotide sequences. **Table S2.** Primer sequences.

**Additional file 2: Supplemnetary Figures 1-6. Fig. S1.** WNT/β-catenin signaling activates HSF1.** Fig. S2.** β-catenin has no effects on the RNA and protein half-life of HSF1. **Fig. S3.** The effect of microRNAs on HSF1 expression in CRC. **Fig. S4.** m6A modification of HSF1 mRNA. **Fig. S5.** The effects of miR455-3p and m6A modification on HSF1. **Fig. S6.** Volcano plot displays differentially regulated genes upon LiCl treatment.

**Additional file 3.** The list of genes containing HSE in their promoters.

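Additional file 3 holds the 875 genes that the paper calls dependent on HSF1, with the Ensembl ID, name, position and strand of each gene, a mark for the presence of an HSE and the sequence of each element found. An element is the palindrome-like pattern nGAAnnTTCn, in which n is any base. An HSE is marked in 368 genes (42.1%). By its ID, 874 of the genes were matched to the deposited FPKM table. The width of the promoter region that was searched is not given in the paper's text or in the file, and the search was not repeated here.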

## Data Availability

The authors declare that all the other data supporting the findings of this study are available within the article and its additional files and from the corresponding author upon reasonable request. The data for high-throughput sequencing are deposited at GEO under the accession number GSE151119.

## Abbreviations

CRC: Colorectal cancer
HSF1: Heat shock factor 1
HSE: Heat shock response elements
ChIP: Chromatin immunoprecipitation
LiCl: Lithium chloride
MEF: Mouse embryonic fibroblast
UTR: Untranslated region
Acetyl-CoA: Acetyl coenzyme A
TCA: Tricarboxylic acid
GLS1: Glutaminase 1
miRISC: miRNA-induced silencing complex
GSK3β: Glycogen synthase kinase3β
TCF/LEF: T cell-specific factor/lymphoid enhancer binding factor
m6A: N6-methyladenosine
IHC: Immunohistochemical
meRIP: m6A RNA immunoprecipitation
PCR: Polymerase chain reaction

## References

[1] Siegel RL, Miller KD, Jemal A (2019). Cancer statistics, 2019. CA Cancer J Clin.

[2] Rosenbluh J, Nijhawan D, Cox AG, Li X, Neal JT, Schafer EJ, Zack TI, Wang X, Tsherniak A, Schinzel AC (2012). beta-catenin-driven cancers require a YAP1 transcriptional complex for survival and tumorigenesis. Cell.

[3] Morris JP, Yashinskie JJ, Koche R, Chandwani R, Tian S, Chen CC, Baslan T, Marinkovic ZS, Sanchez-Rivera FJ, Leach SD (2019). alpha-Ketoglutarate links p53 to cell fate during tumour suppression. Nature.

[4] Wang Y, Xia Y, Lu Z (2018). Metabolic features of cancer cells. Cancer Commun (Lond).

[5] Hay N (2016). Reprogramming glucose metabolism in cancer: can it be exploited for cancer therapy?. Nat Rev Cancer.

[6] Altman BJ, Stine ZE, Dang CV (2016). From Krebs to clinic: glutamine metabolism to cancer therapy. Nat Rev Cancer.

[7] Li J, Song P, Jiang T, Dai D, Wang H, Sun J, Zhu L, Xu W, Feng L, Shin VY (2018). Heat shock factor 1 epigenetically stimulates Glutaminase-1-dependent mTOR activation to promote colorectal carcinogenesis. Mol Ther.

[8] Eulalio A, Huntzinger E, Izaurralde E (2008). Getting to the root of miRNA-mediated gene silencing. Cell.

[9] Choe J, Lin S, Zhang W, Liu Q, Wang L, Ramirez-Moya J, Du P, Kim W, Tang S, Sliz P (2018). mRNA circularization by METTL3-eIF3h enhances translation and promotes oncogenesis. Nature.

[10] Jonas S, Izaurralde E (2015). Towards a molecular understanding of microRNA-mediated gene silencing. Nat Rev Genet.

[11] Mathonnet G, Fabian MR, Svitkin YV, Parsyan A, Huck L, Murata T, Biffo S, Merrick WC, Darzynkiewicz E, Pillai RS (2007). MicroRNA inhibition of translation initiation in vitro by targeting the cap-binding complex eIF4F. Science.

[12] Wang X, Zhao BS, Roundtree IA, Lu Z, Han D, Ma H, Weng X, Chen K, Shi H, He C (2015). N(6)-methyladenosine modulates messenger RNA translation efficiency. Cell.

[13] Chasse H, Boulben S, Costache V, Cormier P, Morales J (2017). Analysis of translation using polysome profiling. Nucleic Acids Res.

[14] Zhu L, Zhu Y, Han S, Chen M, Song P, Dai D, Xu W, Jiang T, Feng L, Shin VY (2019). Impaired autophagic degradation of lncRNA ARHGAP5-AS1 promotes chemoresistance in gastric cancer. Cell Death Dis.

[15] Mendillo ML, Santagata S, Koeva M, Bell GW, Hu R, Tamimi RM, Fraenkel E, Ince TA, Whitesell L, Lindquist S (2012). HSF1 drives a transcriptional program distinct from heat shock to support highly malignant human cancers. Cell.

[16] Lamb J, Crawford ED, Peck D, Modell JW, Blat IC, Wrobel MJ, Lerner J, Brunet JP, Subramanian A, Ross KN (2006). The connectivity map: using gene-expression signatures to connect small molecules, genes, and disease. Science.

[17] Barham W, Frump AL, Sherrill TP, Garcia CB, Saito-Diaz K, VanSaun MN, Fingleton B, Gleaves L, Orton D, Capecchi MR (2013). Targeting the Wnt pathway in synovial sarcoma models. Cancer Discov.

[18] Watanabe K, Biesinger J, Salmans ML, Roberts BS, Arthur WT, Cleary M, Andersen B, Xie X, Dai X (2014). Integrative ChIP-seq/microarray analysis identifies a CTNNB1 target signature enriched in intestinal stem cells and colon cancer. PLoS One.

[19] Sato Y, Murakami T, Funatsuki H, Matsuba S, Saruyama H, Tanida M (2001). Heat shock-mediated APX gene expression and protection against chilling injury in rice seedlings. J Exp Bot.

[20] Zamdborg L, Ma P (2009). Discovery of protein-DNA interactions by penalized multivariate regression. Nucleic Acids Res.

[21] Liu J, Xu Y, Stoleru D, Salic A (2012). Imaging protein synthesis in cells and tissues with an alkyne analog of puromycin. Proc Natl Acad Sci U S A.

[22] Lewis BP, Burge CB, Bartel DP (2005). Conserved seed pairing, often flanked by adenosines, indicates that thousands of human genes are microRNA targets. Cell.

[23] Bartosovic M, Molares HC, Gregorova P, Hrossova D, Kudla G, Vanacova S (2017). N6-methyladenosine demethylase FTO targets pre-mRNAs and regulates alternative splicing and 3′-end processing. Nucleic Acids Res.

[24] Harper JE, Miceli SM, Roberts RJ, Manley JL (1990). Sequence specificity of the human mRNA N6-adenosine methylase in vitro. Nucleic Acids Res.

[25] Liu J, Yue Y, Han D, Wang X, Fu Y, Zhang L, Jia G, Yu M, Lu Z, Deng X (2014). A METTL3-METTL14 complex mediates mammalian nuclear RNA N6-adenosine methylation. Nat Chem Biol.

[26] Wang X, Feng J, Xue Y, Guan Z, Zhang D, Liu Z, Gong Z, Wang Q, Huang J, Tang C (2016). Structural basis of N(6)-adenosine methylation by the METTL3-METTL14 complex. Nature.

[27] Du Y, Hou G, Zhang H, Dou J, He J, Guo Y, Li L, Chen R, Wang Y, Deng R (2018). SUMOylation of the m6A-RNA methyltransferase METTL3 modulates its function. Nucleic Acids Res.

[28] Lalevee S, Lapaire O, Buhler M (2014). miR455 is linked to hypoxia signaling and is deregulated in preeclampsia. Cell Death Dis.

[29] Kandoth C, McLellan MD, Vandin F, Ye K, Niu B, Lu C, Xie M, Zhang Q, McMichael JF, Wyczalkowski MA (2013). Mutational landscape and significance across 12 major cancer types. Nature.

[30] He TC, Sparks AB, Rago C, Hermeking H, Zawel L, da Costa LT, Morin PJ, Vogelstein B, Kinzler KW (1998). Identification of c-MYC as a target of the APC pathway. Science.

[31] Tetsu O, McCormick F (1999). Beta-catenin regulates expression of cyclin D1 in colon carcinoma cells. Nature.

[32] Gomez-Orte E, Saenz-Narciso B, Moreno S, Cabello J (2013). Multiple functions of the noncanonical Wnt pathway. Trends Genet.

[33] Zhou J, Wan J, Shu XE, Mao Y, Liu XM, Yuan X, Zhang X, Hess ME, Bruning JC, Qian SB (2018). N(6)-Methyladenosine guides mRNA alternative translation during integrated stress response. Mol Cell.

[34] Kim I, Kwak H, Lee HK, Hyun S, Jeong S (2012). beta-catenin recognizes a specific RNA motif in the cyclooxygenase-2 mRNA 3′-UTR and interacts with HuR in colon cancer cells. Nucleic Acids Res.

[35] Chen T, Hao YJ, Zhang Y, Li MM, Wang M, Han W, Wu Y, Lv Y, Hao J, Wang L (2015). m(6) a RNA methylation is regulated by microRNAs and promotes reprogramming to pluripotency. Cell Stem Cell.

[36] Roost C, Lynch SR, Batista PJ, Qu K, Chang HY, Kool ET (2015). Structure and thermodynamics of N6-methyladenosine in RNA: a spring-loaded base modification. J Am Chem Soc.

[37] Meng Q, Mongan M, Wang J, Xia Y (2018). Repression of MAP 3K1 expression and JNK activity by canonical Wnt signaling. Dev Biol.

[38] Smartt HJ, Greenhough A, Ordonez-Moran P, Talero E, Cherry CA, Wallam CA, Parry L, Al Kharusi M, Roberts HR, Mariadason JM (2012). beta-catenin represses expression of the tumour suppressor 15-prostaglandin dehydrogenase in the normal intestinal epithelium and colorectal tumour cells. Gut.

[39] Kahler RA, Westendorf JJ (2003). Lymphoid enhancer factor-1 and beta-catenin inhibit Runx2-dependent transcriptional activation of the osteocalcin promoter. J Biol Chem.

[40] Hoverter NP, Waterman ML (2008). A Wnt-fall for gene regulation: repression. Sci Signal.

[41] Zhang CU, Blauwkamp TA, Burby PE, Cadigan KM (2014). Wnt-mediated repression via bipartite DNA recognition by TCF in the Drosophila hematopoietic system. PLoS Genet.

[42] Brantjes H, Roose J, van De Wetering M, Clevers H (2001). All Tcf HMG box transcription factors interact with Groucho-related co-repressors. Nucleic Acids Res.

[43] Yang T, Ren C, Lu C, Qiao P, Han X, Wang L, Wang D, Lv S, Sun Y, Yu Z (2019). Phosphorylation of HSF1 by PIM2 induces PD-L1 expression and promotes tumor growth in breast Cancer. Cancer Res.

[44] Xu J, Shi Q, Xu W, Zhou Q, Shi R, Ma Y, Chen D, Zhu L, Feng L, Cheng AS (2019). Metabolic enzyme PDK3 forms a positive feedback loop with transcription factor HSF1 to drive chemoresistance. Theranostics.

# Supplementary material for: β-catenin represses miR455-3p to stimulate m6A modification of HSF1 mRNA and promote its translation in colorectal cancer
**Source:** Mol Cancer. 2020 Aug 24;19:129. doi: 10.1186/s12943-020-01244-z
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. RNA oligonucleotide sequences. Table S2. Primer sequences.

**β-catenin represses miR455-3p to stimulate m6A modification of HSF1 mRNA and promote its translation in colorectal cancer**

Ping Song^1^, Lifeng Feng^2^, Jiaqiu Li^1^, Dongjun Dai^1^, Liyuan Zhu^2^, Chaoqun Wang^3^, Jingyi Li^2^, Ling Li^2^, Qiyin Zhou^1^, Rongkai Shi^1^, Xian Wang^1, *^, Hongchuan Jin^2, *^

**Supplementary Information**

**Table S1** RNA oligonucleotide sequences.

**Table S2** Primer sequences.

**Table S1** RNA oligonucleotide sequences.

| siRNA | Sequence |
| --- | --- |
| β-catenin-1# | S: GCAGUUGUAAACUUGAUUATT |
|  | AS: UAAUCAAGUUUACAACUGCTT |
| METTL3-1# | S: GCACTTGGATCTACGGAAT |
| METTL3-2# | S: CGACTACAGTAGCTGCCTT |
| NC siRNA/mimic | S: UUCUCCGAACGUGUCACGUTT |
|  | AS: ACGUGACACGUUCGGAGAATT |
| 455mimic | S: GCAGUCCAUGGGCAUAUACAC |
|  | AS: GUAUAUGCCCAUGGACUGCUU |
| 455mimic-mt | S: GUCAGUUCUGGGCAUAUACAC |
|  | AS: GUAUAUGCCCAGAACUGACUU |
| 431mimic | S: UGUCUUGCAGGCCGUCAUGCA |
|  | AS: CAUGACGGCCUGCAAGACAUU |
| 184mimic | S: UGGACGGAGAACUGAUAAGGGU |
|  | AS: CCUUAUCAGUUCUCCGUCCAUU |
| 490mimic | S: CAACCUGGAGGACUCCAUGCUG |
|  | AS: GCAUGGAGUCCUCCAGGUUGUU |
| 214mimic | S: UGCCUGUCUACACUUGCUGUGC |
|  | AS: ACAGCAAGUGUAGACAGGCAUU |
| 375mimic | S: UUUGUUCGUUCGGCUCGCGUGA |
|  | AS: ACGCGAGCCGAACGAACAAAUU |
| Inhibitor NC | S: CAGUACUUUUGUGUAGUACAA |
| 455inhibitor | S: GUGUAUAUGCCCAUGGACUGC |
| 214inhibitor | S: GCACAGCAAGUGUAGACAGGCA |
| Biotin-NC | S: UUUGUACUACACAAAAGUACUG |
| Biotin-hsa-miR455-3p | S: GCAGUCCAUGGGCAUAUACAC |

**Table S2** Primer sequences.

# Supplementary material for: β-catenin represses miR455-3p to stimulate m6A modification of HSF1 mRNA and promote its translation in colorectal cancer
**Source:** Mol Cancer. 2020 Aug 24;19:129. doi: 10.1186/s12943-020-01244-z
**Supplement:** Supplementary file 2 — Additional file 2: Supplemnetary Figures 1-6. Fig. S1. WNT/β-catenin signaling activates HSF1. Fig. S2. β-catenin has no effects on the RNA and protein half-life of HSF1. Fig. S3. The effect of microRNAs on HSF1 expression in CRC. Fig. S4. m6A modification of HSF1 mRNA. Fig. S5. The effects of miR455-3p and m6A modification on HSF1. Fig. S6. Volcano plot displays differentially regulated genes upon LiCl treatment.

**β-catenin represses miR455-3p to stimulate m6A modification of HSF1 mRNA and promote its translation in colorectal cancer**

Ping Song^1^, Lifeng Feng^2^, Jiaqiu Li^1^, Dongjun Dai^1^, Liyuan Zhu^2^, Chaoqun Wang^3^, Jingyi Li^2^, Ling Li^2^, Qiyin Zhou^1^, Rongkai Shi^1^, Xian Wang^1, *^, Hongchuan Jin^2, *^

**Supplementary Information**

**Fig.S1. WNT/β-catenin signaling activates HSF1.**

**Fig.S2. β-catenin has no effects on the RNA and protein half-life of HSF1.**

**Fig.S3. The effect of microRNAs on HSF1 expression in CRC.**

**Fig.S4. m6A modification of HSF1 mRNA.**

**Fig.S5. The effects of miR455-3p and m6A modification on HSF1.**

**Fig.S6. Volcano plot displays differentially regulated genes upon LiCl treatment.**

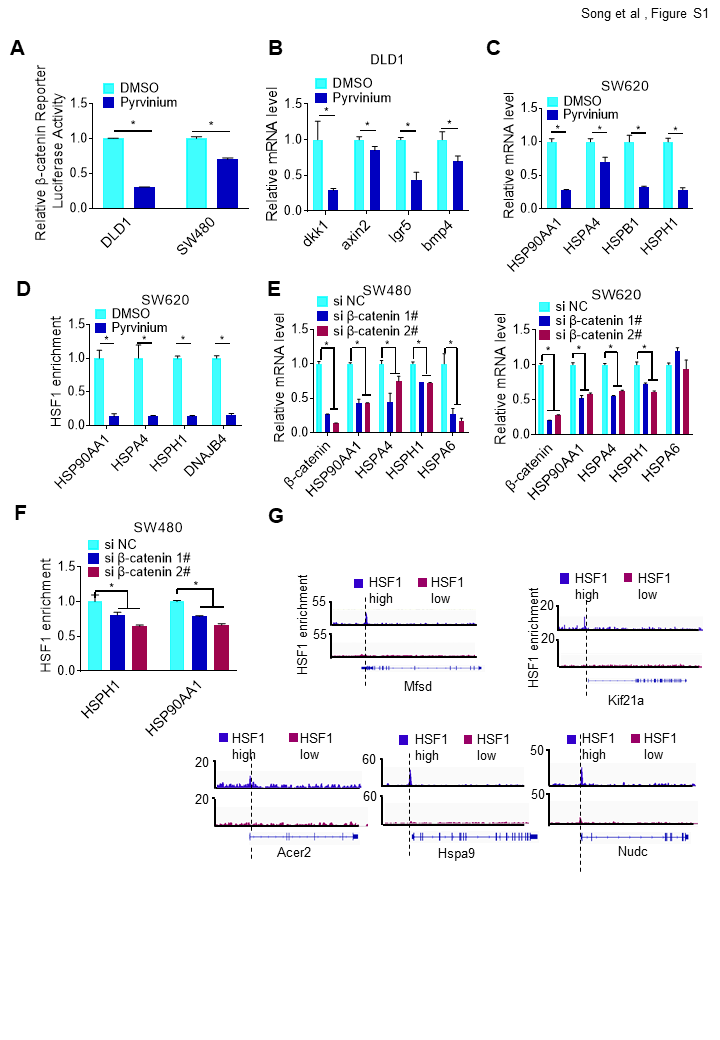
**Fig.S1. WNT/β-catenin signaling activates HSF1.** (**A**) Effects of pyrvinium β-catenin-dependent promoter activity were determined by luciferase activity assay. (**B**) The effect of pyrvinium on the expression of WNT/β-catenin targets were analyzed by RT-PCR. (**C**)The effect of pyrvinium on HSF1 targets were analyzed by RT-PCR. (**D**) Binding of HSF1 to the promoters of HSF1 targets in CRC cells treated with or without pyrvinium was determined by ChIP. (**E**) The mRNA levels of HSF1 targets in CRC cells before and after β-catenin knockdown were analyzed by RT-PCR. (**F**) Binding of HSF1 to its target promoters in CRC cells before and after β-catenin knockdown were analyzed by ChIP. (**G**) Representative HSF1 ChIP-seq tracks (GEO: GSE57398) for 368 genes containing an HSE are shown. *, p<0.05.

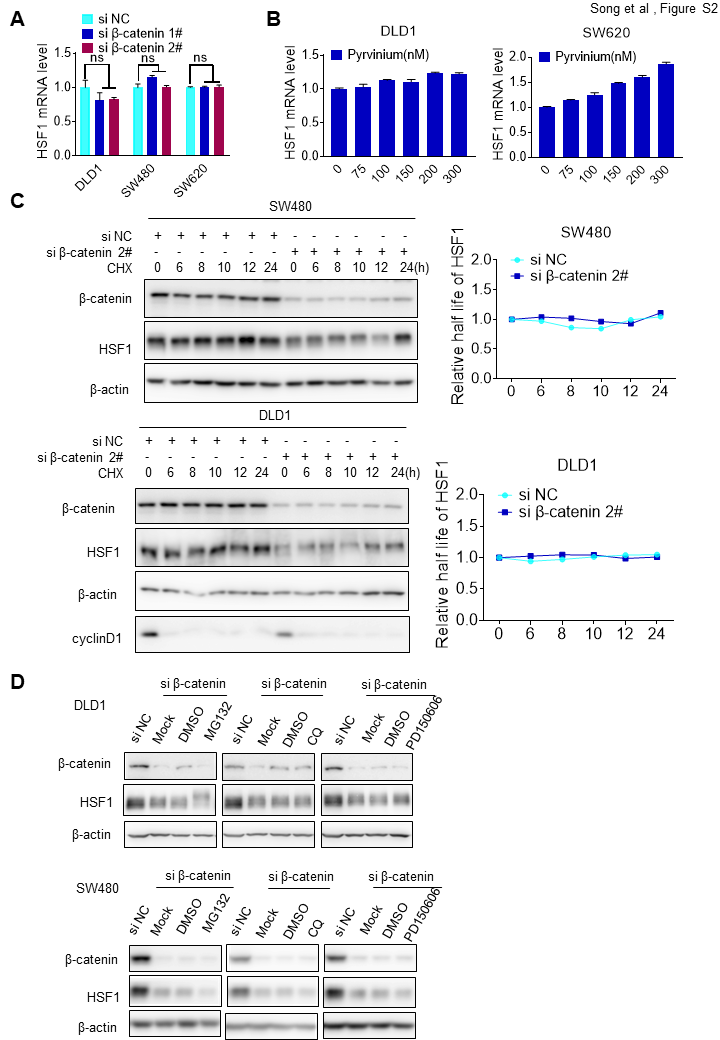

**Fig.S2. β-catenin** **has no effects on the RNA and protein half-life of HSF1.** (**A**) HSF1 mRNA level in CRC cells before and after β-catenin knockdown was analyzed by RT-PCR. (**B**) The effect of pyrvinium on HSF1 mRNA expression was explored by RT-PCR. (**C**)The effect of β-catenin on the half-life of HSF1 protein in CRC cells pretreated with cycloheximide (50μg/mL) was determined by immunoblot analysis. (**D**) The effects of MG132, chloroquine (CQ) and calpin inhibitor PD150606 on β-catenin knockdown-induced HSF1 downregulation were analyzed by western blotting.

**
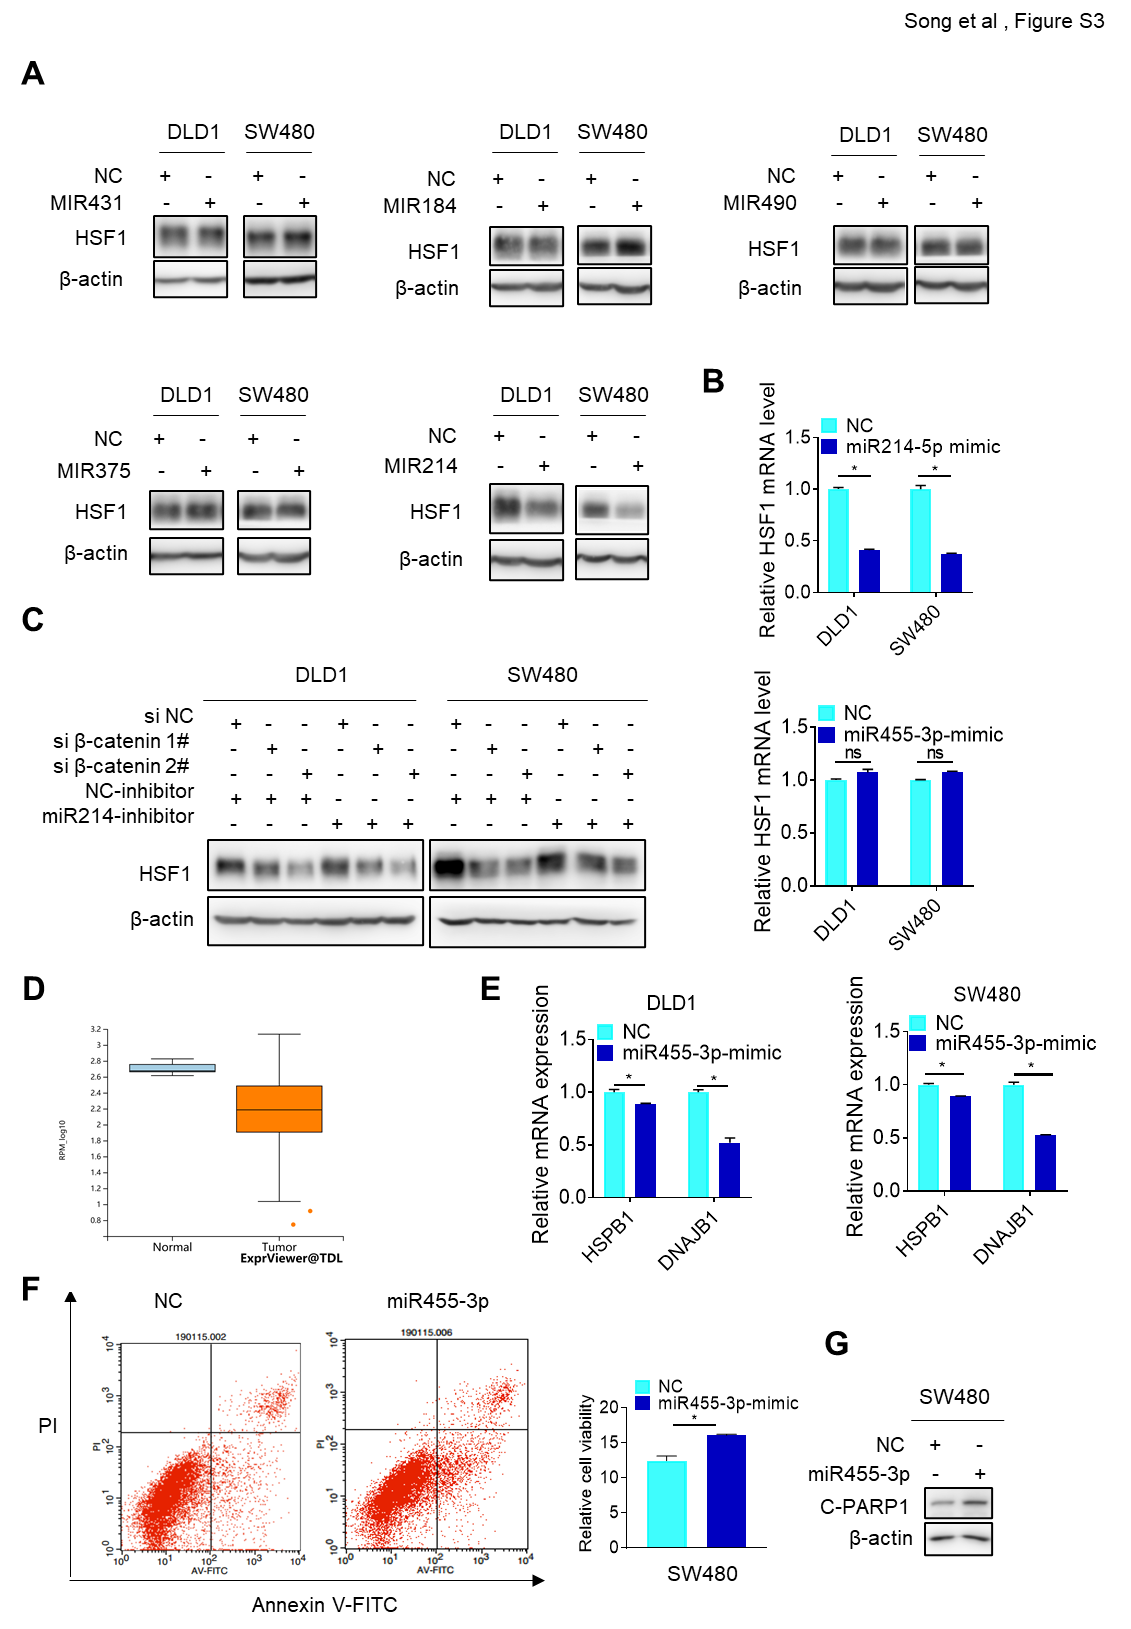
**

**Fig.S3. The effect of microRNAs on HSF1 expression in CRC.** (**A**) The effects of miR431, miR184, miR490, miR375, and miR214 on HSF1 protein expression were analyzed by western blotting. (**B**) The effects of miR214-5p and miR455-3p on the mRNA level of HSF1 were determined by RT-PCR. (**C**) The effect of miR214-5p inhibitor on β-catenin knockdown-induced HSF1 downregulation was determined by western blotting. (D) The expression of miR455-3p in CRC was analyzed on the website (http://mirtv.ibms.sinica.edu.tw/). (E) The effect of miR455-3p on the expression of HSF1 targets were determined by RT-PCR. (**F**) The effect of miR455-3p on apoptosis of SW480 was analyzed using flow cytometry after PI and annexin V- FITC staining. (**G**) Apoptosis of SW480 cells transfected with or without miR455-3p mimics was determined by western blotting.

**
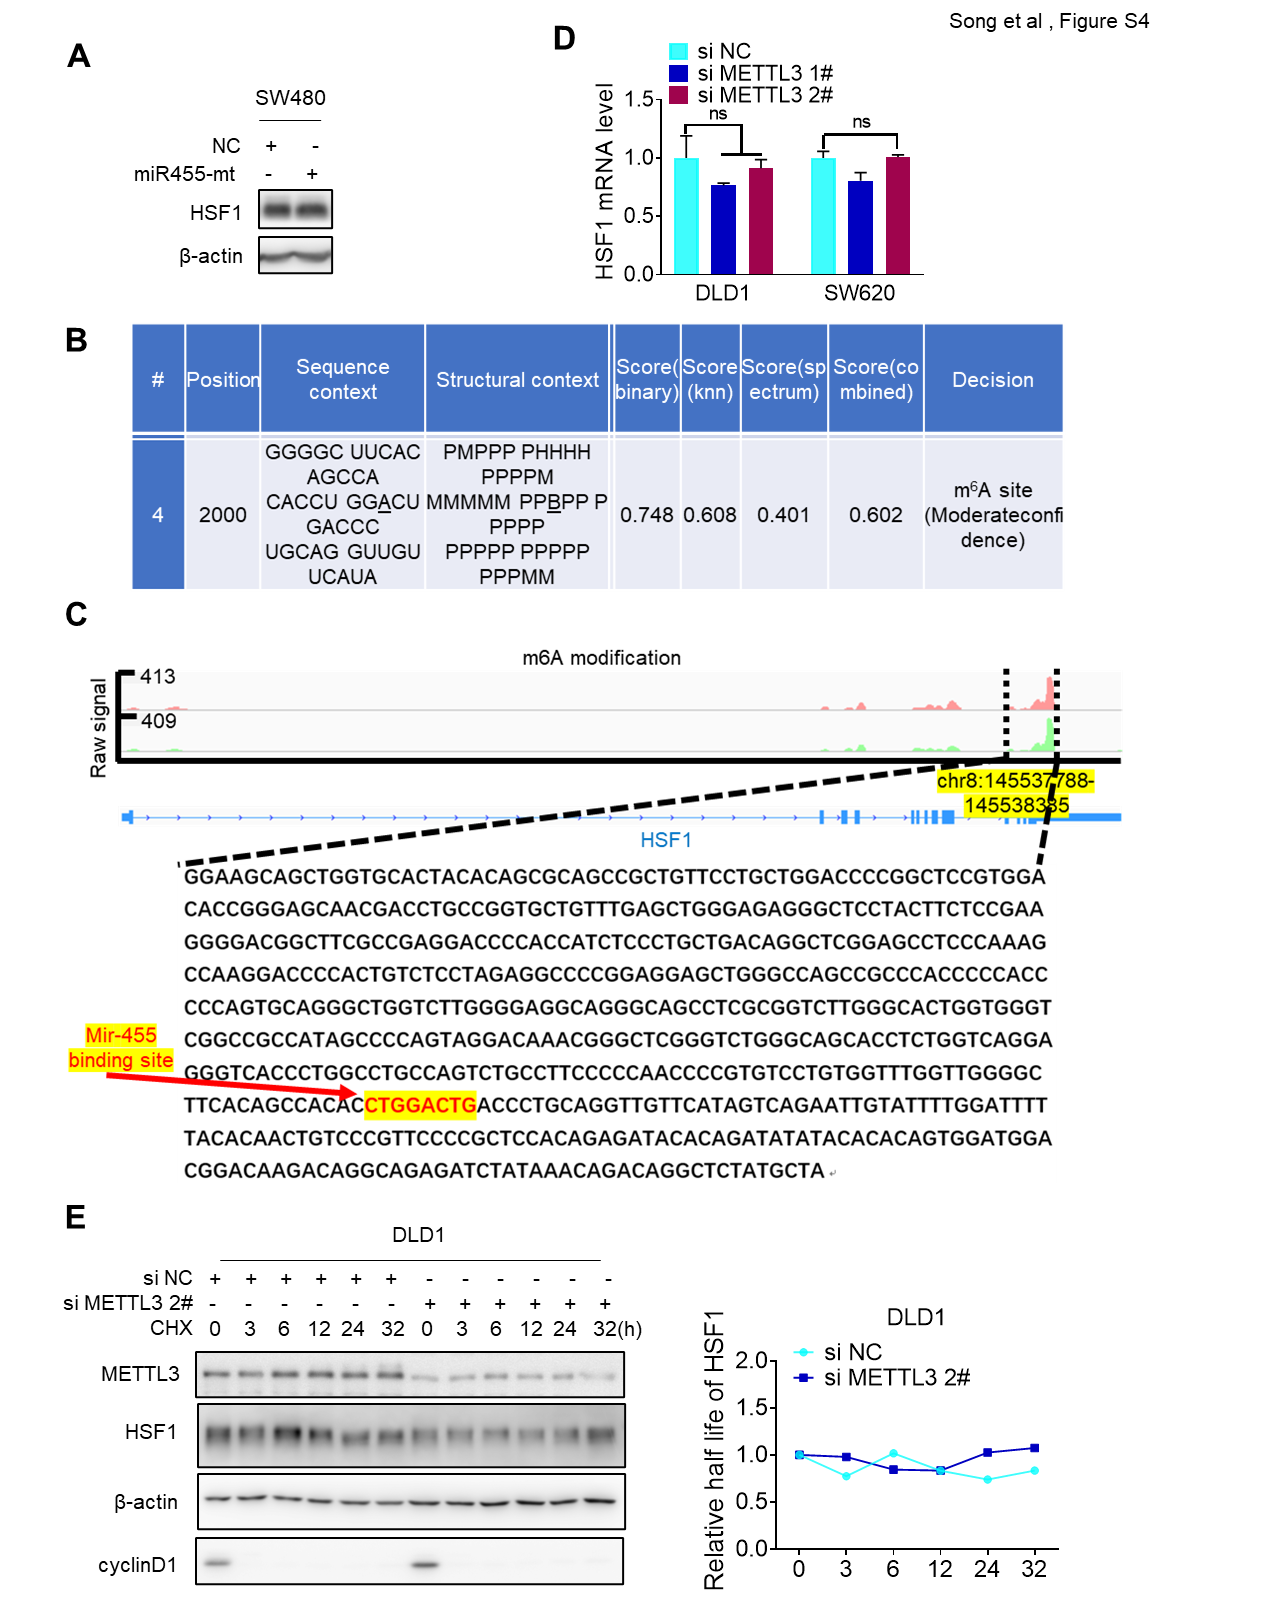
**

**Fig.S4. m6A modification of HSF1 mRNA.** (**A**) HSF1 protein level in SW480 cells with or without mutant miR455-3p transfection was detected by immunoblot analysis. (**B**) Bioinformatic prediction of m6A modification on 3’UTR of HSF1 mRNA. (**C**) The 3’UTR of HSF1 was analyzed by MeRIP seq. (**D**) The effect of METTL3 on the mRNA of HSF1 was analyzed by RT-PCR. (**E**) The effect of METTL3 on the half-life of HSF1 protein in DLD1 cells pretreated with cycloheximide (50μg/mL) were determined by immunoblot analysis.

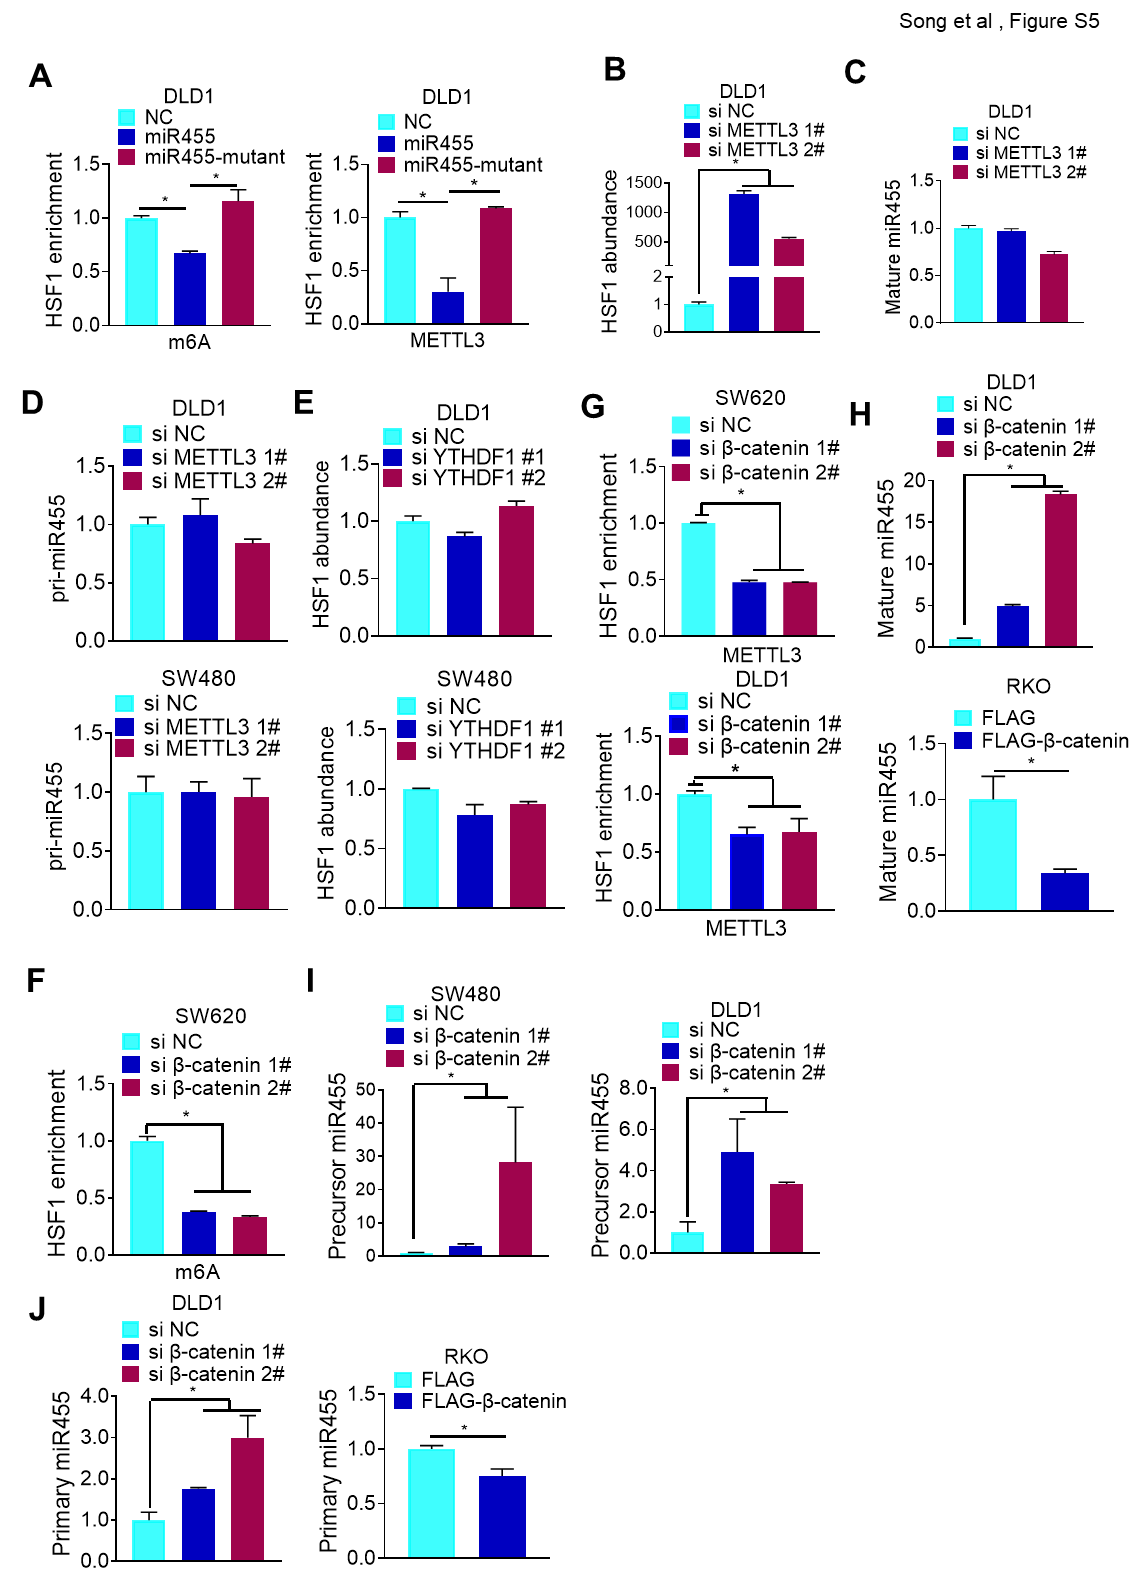

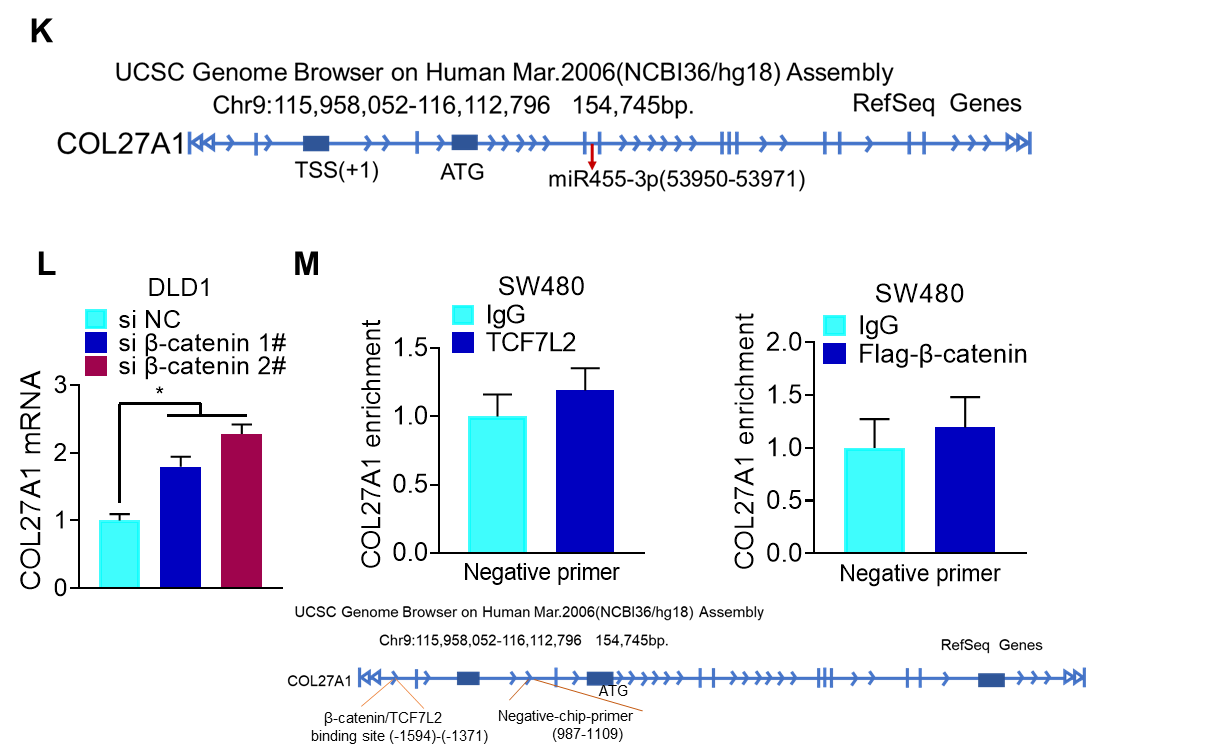

**Fig.S5. The effects of miR455-3p and m6A modification on HSF1.** (**A**) m6A modification and METTL3 binding of HSF1 mRNA in CRC cells transfected with WT or mutant of miR455-3p were analyzed by RIP. (**B**) The interaction between biotin-miR455-3p and HSF1 mRNA with or without METTL3 depletion was analyzed by RT-PCR. (**C**) and (**D**) The levels of mature (C) and primary (D) miR455-3p in CRC cells with or without METTL3 knockdown were determined by RT-PCR. (**E**) The effect of YTHFD1 knockdown on interaction of miR455-3p and HSF1 mRNA was analyzed by biotin pull down. (**F**) and (**G**) The m6A modification of HSF1 (F) and METTL3 interaction of HSF1 mRNA (G) in CRC cells before and after β-catenin knockdown were analyzed by RIP. (**H**) The effects of β-catenin depletion and overexpression on the level of mature miR455-3p were analyzed by RT-PCR. (**I**) The effect of β-catenin depletion on precursor miR455-3p level was analyzed by RT-PCR. (**J**) The effects of β-catenin depletion and overexpression on the level of primary miR455-3p were analyzed by RT-PCR. (**K**) The positional relationship between COL27A1 and miR455-3p was shown in UCSC. (**L**) The effect of β-catenin depletion on mRNA level of COL27A1 was analyzed by RT-PCR. (**M**) The negative-chip-primer was designed away from the β-catenin/TCF7L2 binding site more than 1000bp. *, p<0.05.

**
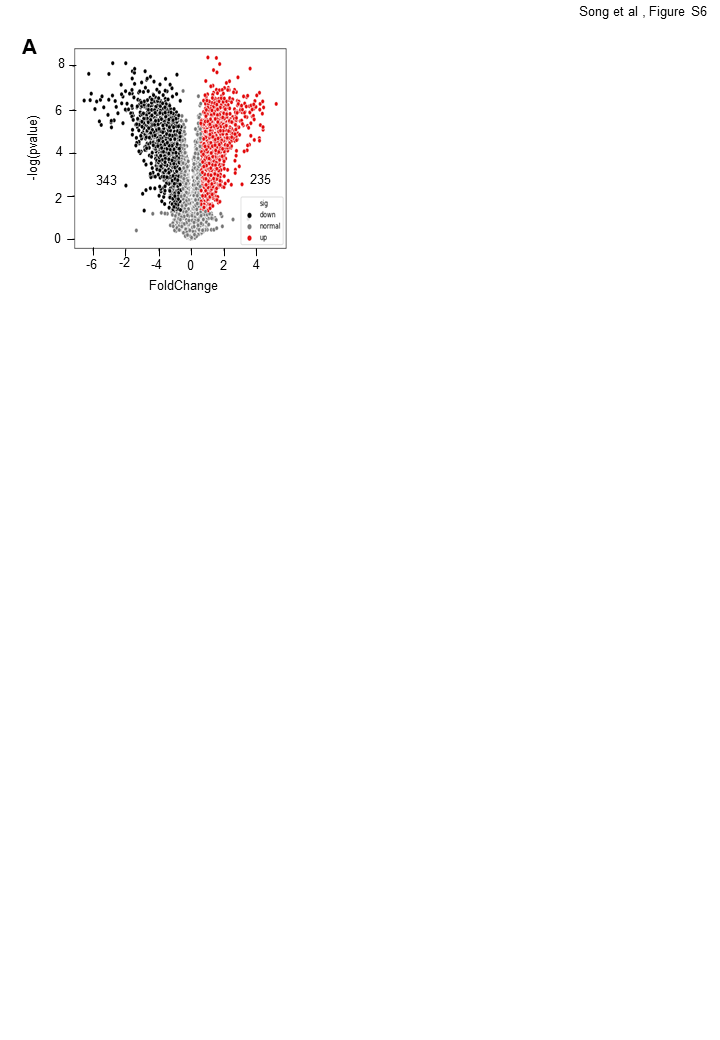
 Fig.S6. Volcano plot displays differentially regulated genes upon LiCl treatment.** Black dots indicate significantly downregulated genes based on adjusted P-value and log-fold change (logFC) (p<0.05, log_2_FC<-2) while red dots represent upregulated genes (p<0.05, log_2_FC>2).

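At the thresholds of this legend, an adjusted p under 0.05 from limma and a log2 fold change under -2 or over 2, 405 genes were lower and 263 higher after LiCl in WT MEF. The counts in HSF1 KO MEF were 309 lower and 77 higher. The legend does not name the genotype. With a pseudocount of 0.1 the counts were 801 lower and 518 higher in WT MEF and 589 lower and 303 higher in HSF1 KO MEF. Ptx3, which encodes a secreted pattern recognition protein, and Tslp, a cytokine gene, lay at the lower end in WT MEF. Ptx3 fell from 342 ± 2.56 to 3.31 ± 0.56 FPKM (SD, n = 3; log2 fold change -6.32, standard error 0.08, adjusted p = 7.54e-12) and Tslp from 142 ± 7.05 to 1.08 ± 0.18 FPKM (-6.10, standard error 0.13, adjusted p = 7.77e-11). In HSF1 KO MEF, Ptx3 fell by 2.49 on the log2 scale and Tslp by 1.49. Serpina3g, a serine protease inhibitor gene, had log2 fold changes of -5.99 in WT MEF and -5.01 in HSF1 KO MEF. For the interferon-induced genes Ifit1 and Isg15 they were -3.10 and -2.89 in WT MEF and -5.91 and -5.48 in HSF1 KO MEF.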

How the deposited data were processed for this re-analysis (not part of the article)

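RNA of wild type mouse embryonic fibroblasts (WT MEF) and HSF1 knock-out MEF, each without LiCl and after 48 h with 20 mM LiCl, was sequenced in 12 libraries, 3 per group. Groups and replicate numbers were taken from the sample labels and the paper, and the 3 libraries of a group are numbered 1, 2 or carry no number. The legend of Fig. 1 writes HSF1+/− for the cells that the text and the labels give as HSF1 knock-out, and the text was followed. The paper gives poly(A) selection, a stranded kit and HiSeq sequencing. The submitters' processing notes name cutadapt, HISAT2 2.0.5, StringTie and the genome build GRCm38, and the annotation release and the options used are not given in the sources used here.

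The authors deposited one table with a value per transcript and library, read here as FPKM (fragments scaled to the length of the transcript and the size of the library). No source used here names the unit. The values are not whole numbers, and their sums of 344208 to 370025 per library differ between libraries and lie far below the fixed sum of TPM. The table holds 27185 transcripts, nearly all protein coding, and the highest group mean of every transcript is at least 0.5 FPKM, so transcripts with low values had been left out before deposit. A gene that is low in every group is therefore not in the table. FPKM does not hold read counts. After the data were seen, the values of 6230 genes with 1 transcript in the table were searched for a common step in FPKM times length in kb among values under 0.4, and in a narrower and a wider range. In 10 of 12 libraries low values gathered at multiples of a step of 0.0354 to 0.054 more than in each of 100 draws of randomly shifted values, and WT MEF replicate 2 and WT MEF LiCl replicate 2 had no step that held in every range. A step can stand for a fragment or for 1 read of a pair, so the depth in reads and the counting error of a value are unknown. If it stands for the same thing in each of the 10 libraries, their depth differed by up to 1.53 times, with the unnumbered WT MEF LiCl library the deepest and HSF1 KO MEF replicate 2 the shallowest. The precision was taken from the spread between the 3 libraries of a group.

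From these values, transcripts were matched by ID to the GENCODE mouse release 21 annotation of GRCm38 and summed to 12988 genes. The 70 transcripts that were not matched were left out, and they held at most 0.136% of the sum of a library. Genes with a mean of at least 0.5 FPKM over the 12 libraries were tested (12279 genes), and 709 were not. The test was limma's empirical Bayes test with a variance trend on log2(FPKM + 1), in one fit of the 4 group means, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05 where no other is named. The comparisons were LiCl in WT MEF, LiCl in HSF1 KO MEF, the difference between these responses (interaction) and HSF1 KO MEF against WT MEF without LiCl. The first 2 comparisons share no library. A log2 fold change on the log2(FPKM + 1) scale understates the change of genes with low FPKM. The paper's legend thresholds, an adjusted p under 0.01 and a log2 fold change over 2, were used for the counts set beside Fig. 1j and Fig. 1k.

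Gene groups were tested with limma's camera with a preset correlation of 0.01, with an adjustment over the lists, and again with an estimated correlation. The 25 lists were written before the data were examined, as were the tests, thresholds and most alternatives, but after the gene names of Additional file 3 had been read. They cover heat shock proteins and chaperones, Wnt/β-catenin targets, Wnt pathway components named by the paper, m6A writers, erasers and readers, glutamine metabolism, ATF4 targets, the unfolded protein response, p53 targets, the lysosome and v-ATPase, the cell cycle, the extracellular matrix and myofibroblasts, cholesterol synthesis, the interferon response, NRF2 targets, ribosome biogenesis, oxidative phosphorylation, mitochondrially encoded genes, fibroblast markers, genes the paper names, and markers of epithelial cells, macrophages, endothelial cells, adipocytes, skeletal muscle and neural cells. The genes named in the text were those the paper names, the 10 with the largest rise and the 10 with the largest fall in each comparison (adjusted p under 0.05, a mean of at least 1 FPKM and no overlap between the libraries of the groups compared, a condition not set for the interaction), and up to 4 members of each list with the smallest adjusted p, with members that did not pass where a group needed them. Genes outside this rule are said to have been chosen after their values were seen. Not every result for a gene under this rule is reported here. A second list of 20 genes abundant in macrophages was written after the data were seen. The 875 genes of Additional file 3 were matched by ID, and genes with and without a heat shock element (HSE) in that file were compared by a two-sided permutation test of the difference in medians with 1e+05 resamples, with an interval from 10000 bootstrap resamples. The search for HSE was not repeated, since no genome sequence was used here.

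The fit was tested on simulated data with 200 changed genes of 12279. For LiCl in WT MEF it called 50.7% of 75 genes changed by 0.5 on the log2 scale, 73.3% of 75 changed by 1 and 94% of 50 changed by 2, and 7 of 12079 unchanged genes. For the interaction it called 8% of 25 genes changed by 0.5, 40% of 25 changed by 1 and 84% of 50 changed by 2, and 2 of 12179 unchanged genes. In the data far more genes were called, 8010 for LiCl in WT MEF and 3846 for the interaction. The Benjamini-Hochberg adjustment depends on the share of changed genes, so these rates are not those of the tests reported here.

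The alternatives were a pseudocount of 0.1, no filter or a mean of at least 1 FPKM, quantile normalization, median-of-ratios scaling, a replicate block with and without quantile normalization, only the groups compared in the fit, no moderation, unadjusted p, transcripts tested one by one, other fold and p thresholds, and each library left out in turn. Added after the data were seen were a block of numbered against unnumbered libraries, a fit of the 8 numbered libraries, a test without genes over 2 times higher in untreated HSF1 KO MEF, and the counts at the thresholds of Fig. S6. The work was done in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.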

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

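The tests by other splits of the libraries and in libraries that took no part in the choice of genes were set before their results were seen, and the tests of scaling, of the HSE, of a weaker response over all genes and of other cell types were chosen after the results were seen.

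The genes of Additional file 3 rose less in HSF1 KO MEF than in WT MEF. Scaling is argued against as the whole reason, since the median interaction of the listed genes was 0.591 or more under both other scalings. Genes chosen in part of the libraries as raised in WT and not in HSF1 KO MEF kept a median interaction of at least 0.483 in left-out libraries. This argues against selection on the noise of single libraries as the whole reason. It cannot exclude selection on noise that the libraries of a group share, as they would if they came from 1 culture. Genes chosen only as raised by over 2 times in WT MEF had similar values, 0.453 to 0.478. These sets of 1669 to 1742 genes hold the 1025 to 1091 genes that were also chosen as not raised in HSF1 KO MEF. The likeness therefore does not tell whether the result is particular to genes not raised in HSF1 KO MEF. Genes chosen as lowered by over 2 times in WT MEF moved less in HSF1 KO MEF too, with median interactions of -0.652 to -0.628 in left-out libraries. A weaker response of HSF1 KO MEF over all genes stays open, since genes chosen by their response in HSF1 KO MEF had median interactions of 0.17 to 0.184 where they rose and -0.033 to 0.025 where they fell in left-out libraries, the lowest being -0.025 in the direction of a weaker response. Of the 5 lists whose responses differed with an estimated correlation, cell cycle genes rose more in HSF1 KO MEF, which goes against it for that list. The lysosome and matrix lists moved less there, but their start differed too. Without LiCl, 19 of 41 lysosome genes were higher and 3 lower in HSF1 KO MEF, and 14 of 26 matrix genes were lower and 4 higher. The smaller response of these 2 lists may follow from that start, so it decides nothing here. Interferon response genes and macrophage markers fell more in HSF1 KO MEF, but they also started higher there (median log2 fold changes 2.111 and 3.357 without LiCl). Their larger fall may follow from that start, so it decides nothing here. Direct action through the listed HSE stays open, since the median interaction was 0.608 with and 0.576 without an HSE, the interval of the difference reached up to 0.106 and both groups of genes were chosen on these libraries, and a biological difference between these cell populations other than HSF1 was not tested.

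Before LiCl, macrophage markers were higher in HSF1 KO MEF than in WT MEF, with a median log2 fold change of 3.357 and Lyz2 at 1173 ± 106 FPKM (SD, n = 3) and Adgre1 at 46.7 ± 0.85 FPKM. RNA of macrophages in the HSF1 KO MEF cultures is a candidate explanation, since of 20 other genes abundant in macrophages, listed after the markers were seen, 18 were measured and 100% of these were higher, the highest being Ctss at 88.7 ± 5.26 FPKM, and so were all 15 that remain without the 3 already among the genes with the largest differences. The macrophage median lay 2.18 above the highest median of the other cell types, so the markers measured did not all rise alike. This cannot exclude a lower share of fibroblasts, since a cell type absent from the cultures would not rise with it. The other cell type lists also held only 2 or 3 measured genes each, and no endothelial marker was measured. WT MEF had 6 of the 9 markers and 8 of the 18 other genes at 1 FPKM or more, and 1 of each is in Additional file 3, so expression by the fibroblasts themselves stays open and was not tested. No sort or gate that would remove such cells is named in the paper's text.

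After LiCl, more genes rose than fell in WT MEF without a fold limit, and more fell than rose at a log2 fold change under -2 or over 2. Scaling stays open for the first, since 48.8% of the calls were higher after median-of-ratios scaling, but this scaling sets the median ratio by its construction and so decides nothing. The second is not explained by scaling, since the ratio of lower to higher calls was at least 1.53 under each of the 3 scalings. No biological explanation was tested.

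The LiCl response differed between WT and HSF1 KO MEF (interaction, adjusted p under 0.05 from limma) for 3846 genes. Of 100 splits drawn from 200, 2 gave as many calls, the real one included. Splits that mix the genotypes carry the difference between them as spread, which lowers their counts with or without an interaction. This share therefore does not exclude chance for the interaction. The highest other, with 5986 calls, crosses the genotypes with the treatment and so measures the difference between the genotypes, and the next gave 2171. Of the genes of Additional file 3, 542 had a larger response in WT MEF, as large in 1 of 100 splits (highest other 319), but the list was chosen on the real groups, so this count decides nothing about chance. The other comparisons allow 10 splits each, too few for a share under 0.05, and 1 of 10 gave as large a count in each. The real count and the highest other were 8010 and 1 for LiCl in WT MEF and 7072 and 2 in HSF1 KO MEF at an adjusted p under 0.05. They were 664 and 0 in WT MEF and 381 and 1 in HSF1 KO MEF at the thresholds of Fig. 1j, 203 and 0 for genes called higher in WT MEF alone, 825 and 0 for genes of Additional file 3 higher in WT MEF, a list chosen on the real groups, and 4684 and 4 for HSF1 KO against WT MEF without LiCl.

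A response in opposite directions was called for 129 genes that rose in WT MEF and fell in HSF1 KO MEF, and for 162 genes that fell in WT MEF and rose in HSF1 KO MEF. Among the genes the paper names, the response of 10 differed between the genotypes. By camera, the response of 12 lists differed between the genotypes, of which 5 passed with an estimated correlation. These 5 were the lysosome and v-ATPase (median interaction 0.749), the cell cycle (-0.52), the extracellular matrix and myofibroblasts (-0.921), the interferon response (1.958) and macrophage markers (2.888). The others, with an adjusted p of 0.0503 to 0.412 with an estimated correlation, were Wnt/β-catenin targets (-0.686), p53 targets (0.377), cholesterol synthesis (0.342), oxidative phosphorylation (0.29), epithelial markers (-1.033), neural markers (0.918) and fibroblast markers (-0.761). Additional file 3, chosen on these libraries, holds 24 of the 41 lysosome genes, 10 of the 20 genes of oxidative phosphorylation and 5 of the 19 p53 targets. The differences of these lists are therefore not independent evidence. The paper does not report HSF1 KO against WT MEF without LiCl, where 2181 genes were higher and 2503 lower in HSF1 KO MEF, a balance that turned to 2347 and 2297 after quantile normalization and to 2381 and 2364 after median-of-ratios scaling.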

How the results depend on the processing

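With a pseudocount of 0.1, quantile normalization, the replicate block or 1 library left out, no named gene turned its direction with a call. The named genes were not compared in this way under median-of-ratios scaling. No test of a list turned its direction with a call, with this scaling included. The balance of higher and lower calls did turn after median-of-ratios scaling, to 3798 higher and 3991 lower in WT MEF, 3232 and 3455 in HSF1 KO MEF, 2381 and 2364 for HSF1 KO against WT MEF and 2012 and 1855 for the interaction. Genes called in both genotypes went from 59 to 39 with this scaling, and at a log2 fold change over 1 it gave 517 genes higher in HSF1 KO MEF, 383 in both and 134 in HSF1 KO MEF alone at an adjusted p under 0.01, and 552, 397 and 155 at an adjusted p under 0.05. The other counts at the thresholds of Fig. 1j and Fig. S6 and without a fold limit were within 1.5 times their value without a filter, with a mean of at least 1 FPKM, with quantile normalization, median-of-ratios scaling, only the groups compared, no moderation and unadjusted p, and, as alternatives added after the data were seen, with a block of numbered against unnumbered libraries and in the 8 numbered libraries. Larger moves came from the pseudocount, the fold threshold and the transcript level, and their cause was not tested. With a pseudocount of 0.1, which raises the fold change of genes with low FPKM by its construction, 500 genes were higher and 770 lower in WT MEF and 281 and 568 in HSF1 KO MEF at the thresholds of Fig. 1j, and 518, 801, 303 and 589 at those of Fig. S6. At a log2 fold change over 1 (or under -1) the counts were 1503, 1392, 850 and 934 at an adjusted p under 0.01, with 892 higher in WT MEF alone, and 1553, 1426, 887 and 962 at an adjusted p under 0.05, with 923 higher in WT MEF alone. With transcripts tested one by one, 125 genes were higher in HSF1 KO MEF at the thresholds of Fig. 1j, 410 in WT MEF and 170 in HSF1 KO MEF at those of Fig. S6, 2420 had an interaction, and 1639 were lower in untreated HSF1 KO than in WT MEF.

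With 1 library left out, 262 to 278 genes were higher and 401 to 415 lower in WT MEF, and 71 to 82 and 305 to 311 in HSF1 KO MEF, at the thresholds of Fig. 1j, with 198 to 218 higher in WT MEF alone. At those of Fig. S6 these were 263 to 278, 403 to 417, 72 to 86 and 307 to 313. At an adjusted p under 0.05 they were 4368 to 4723 and 3120 to 3346 in WT MEF, 4084 to 4501 and 2385 to 2591 in HSF1 KO MEF, 3399 to 3708 for the interaction, and 1872 to 2211 higher and 2062 to 2547 lower in HSF1 KO than in WT MEF. Of the genes of Additional file 3, 821 to 826 rose in WT MEF and 485 to 532 had a larger response there. The difference in medians between genes with and without an HSE was 0.0181 to 0.0423, and the log2 fold change of Hsf1 in HSF1 KO MEF was -2.03 to -1.363. Without genes over 2 times higher in untreated HSF1 KO MEF, chosen after the data were seen, 3374 genes had an interaction and 782 genes of Additional file 3 rose in WT MEF.

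The numbers of the libraries were not taken to pair them, since not every pair with the same number correlated by over 0.1, but the unnumbered libraries of the groups did deviate together. Deviations from the group means correlated by 0.125 to 0.195 between unnumbered libraries, 0.004 to 0.087 between libraries numbered 1, -0.01 to 0.138 between those numbered 2 and -0.169 to 0.14 between others, and 6 of 12 libraries correlated best with their own number. With the replicate block, 4873 genes rose and 3443 fell in WT MEF, 4752 rose and 2748 fell in HSF1 KO MEF, and 4375 had an interaction. The lysosome list then passed in HSF1 KO MEF (adjusted p = 0.036), the Wnt/β-catenin targets did not pass in WT MEF (adjusted p = 0.0515), and Myc and Gsk3b passed in HSF1 KO MEF (adjusted p = 0.0475 and 0.00103).

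Of the values for named genes, called or not, 317 stayed on their side of the threshold with a pseudocount of 0.1 (1 gained and 3 lost the call), 315 with quantile normalization (3 gained, 3 lost), 318 with the block (3 gained) and 3824 over all fits without 1 library (12 gained, 16 lost). Of the 11 lists called in WT MEF, 13 in HSF1 KO MEF, 12 for the interaction and 14 for HSF1 KO against WT MEF, 2, 8, 5 and 4 passed with an estimated correlation, 10, 13, 11 and 14 with quantile normalization and 10, 13, 12 and 14 with the block, and 2 further tests of a list passed with quantile normalization and 1 with the block. With median-of-ratios scaling, 9, 12, 12 and 14 of these lists passed in the same direction. The alternatives for read counts were not run, since the values are not counts. The depth of the libraries in reads is unknown, so its limit on genes with low FPKM could not be given.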

Differences from the paper's values

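The paper gives 1435 genes upregulated by LiCl in WT MEF and 750 in HSF1 KO MEF (Fig. 1j). At the thresholds of its legend, an adjusted p under 0.01 and a log2 fold change over 2, 262 and 73 genes were found here. The legend words panel j as a comparison of dHSF1 with WT cells under LiCl, while the text cites it for counts after LiCl in each genotype. These thresholds may therefore not be those behind the paper's counts. The paper gives 875 genes upregulated in WT MEF and not in HSF1 KO MEF, and 203 were found here. Read by eye, the Venn graph holds about 560 genes shared by both genotypes and about 190 in HSF1 KO MEF alone (Fig. 1k), where 59 and 14 were found here.

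Of the alternatives set before the data were examined, those with other fold thresholds came within 1.5 times of the paper's values. At an adjusted p under 0.01 and a log2 fold change over 1 the counts were 1503, 850, 892, 611 and 239, in the order above. At an adjusted p under 0.05 and a fold change over 2 they were 1553, 887, 923, 630 and 257. For the 3 values given in the text, the counts with a pseudocount of 0.1, no filter, a mean of at least 1 FPKM, quantile normalization, median-of-ratios scaling, the replicate block with and without quantile normalization, only the groups compared, no moderation, unadjusted p, transcripts tested one by one and each library left out in turn did not, and ranged from 206 to 500, from 50 to 281 and from 167 to 292. For the Venn parts read by eye, quantile normalization, median-of-ratios scaling and the replicate block were set beside the paper's and did not. A near count does not mean the same genes. Of the 892 genes higher in WT MEF alone at a log2 fold change over 1, 700 are in Additional file 3. Of the 203 at a log2 fold change over 2, 67 are.

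The paper states that the 875 genes failed to rise after LiCl once HSF1 was depleted. Of the 859 tested here, 692 rose in HSF1 KO MEF at an adjusted p under 0.05 from limma without a fold limit, with 74 at a log2 fold change over 1, and 542 rose more in WT MEF by the interaction.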

Other observations

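Without LiCl, HSF1 KO MEF differed from WT MEF in genes of the cell cycle and of the interferon response, in lysosomal genes, of which 19 of 41 were higher and 3 lower (adjusted p = 0.02 with an estimated correlation), and in macrophage markers, of which 9 of 9 were higher (adjusted p = 5.54e-12 from limma's camera, adjusted p = 0.000841 with an estimated correlation). Of 24 cell cycle genes, 22 were higher and 1 lower in HSF1 KO MEF (adjusted p = 5.54e-12 from limma's camera, adjusted p = 0.000841 with an estimated correlation). Birc5, which encodes survivin, was 3.25 ± 0.33 FPKM in WT MEF and 13.8 ± 1.38 FPKM in HSF1 KO MEF (SD, n = 3), and the proliferation marker Mki67 was higher by 1.67 on the log2 scale. Of 17 interferon response genes, 15 were higher and none lower (adjusted p = 6.96e-12, adjusted p = 0.00221 with an estimated correlation), with Isg15 at 49.3 ± 2.45 FPKM in WT MEF and 381 ± 53.2 FPKM in HSF1 KO MEF. The single fibroblast genes Dcn and Pdgfra were lower in HSF1 KO MEF, Dcn with 933 ± 37.1 FPKM in WT MEF and 43.6 ± 2.88 FPKM in HSF1 KO MEF and Pdgfra with 61.1 ± 0.31 and 4.96 ± 0.80 FPKM. Of 8 fibroblast markers, 3 of them also in the matrix list, 5 were lower and 1 higher (adjusted p = 0.00617, adjusted p = 0.165 with an estimated correlation), and of 26 matrix genes 14 were lower and 4 higher (adjusted p = 0.00459, adjusted p = 0.135 with an estimated correlation). Acta2, the smooth muscle actin of myofibroblasts, was higher, with 635 ± 27.1 FPKM in WT MEF and 2338 ± 229 FPKM in HSF1 KO MEF. Of the 14 lists called in this comparison, 4 passed with an estimated correlation. Among the others, 3 of 3 measured neural markers were higher (adjusted p = 0.00389 from camera, 0.135 with an estimated correlation). All 3 measured adipocyte markers were lower (0.0117 and 0.0952), and 8 of 13 mitochondrially encoded genes were higher and none lower (0.00232 and 0.323). These counts were the same when adjusted over the list alone, except that 21 lysosomal genes were higher and 4 lower and 9 mitochondrially encoded genes were higher.

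Some genes responded to LiCl in opposite directions. Adm, which encodes the peptide hormone adrenomedullin, fell from 211 ± 8.65 to 20.3 ± 1.33 FPKM in WT MEF and rose from 33.3 ± 1.71 to 57.5 ± 3.73 FPKM in HSF1 KO MEF (interaction -4.09, standard error 0.10, adjusted p = 3.58e-09 from limma). Ogn, a small proteoglycan gene, fell by 2.37 on the log2 scale in WT MEF and rose by 1.80 in HSF1 KO MEF, and Igfbp5 fell by 2.31 and rose by 1.29. Ccn2, a target of TGF-β signaling, fell from 755 ± 44.2 to 54.9 ± 0.62 FPKM in WT MEF and from 953 ± 73.0 to 691 ± 42.9 FPKM in HSF1 KO MEF.

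The paper reports by RT-PCR that COL27A1 mRNA fell after LiCl, in cells that the figure legend does not name. In MEF, Col27a1 went the other way. It rose after LiCl from 1.93 ± 0.51 to 6.10 ± 0.62 FPKM in WT MEF and from 2.33 ± 0.31 to 6.11 ± 1.12 FPKM in HSF1 KO MEF, with no difference past the threshold (interaction 0.20, adjusted p = 0.538 from limma). Hsf1 mRNA itself did not pass the threshold after LiCl in WT MEF (log2 fold change 0.49, standard error 0.31, adjusted p = 0.198). The remaining Hsf1 signal in HSF1 KO MEF rose (log2 fold change 1.09, standard error 0.31, adjusted p = 0.0122), with no difference past the threshold between the genotypes (interaction -0.60, adjusted p = 0.349). Of 14 measured m6A writers, erasers and readers, 9 rose and 1 fell in WT MEF (adjusted p = 0.372 from camera) and 6 rose and 1 fell in HSF1 KO MEF (adjusted p = 0.451). The eraser Fto fell from 25.2 ± 0.57 to 12.1 ± 0.23 FPKM in WT MEF, the reader Ythdf1 rose by 0.39 in each genotype, and the writer Mettl3 did not pass the threshold in WT MEF (adjusted p = 0.55). Of 26 measured genes that the paper names, 13 rose and 3 fell in WT MEF and 10 rose and 4 fell in HSF1 KO MEF. After median-of-ratios scaling, 11 of these rose and 5 fell in WT MEF and 10 rose and 7 fell in HSF1 KO MEF, and of the m6A genes 5 rose and 2 fell in WT MEF and 2 rose and 1 fell in HSF1 KO MEF. The counts of both lists were the same when adjusted over the list alone.

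Of 16 genes of the unfolded protein response, 4 rose and 8 fell in WT MEF (adjusted p = 0.0686 from camera) and 1 rose and 7 fell in HSF1 KO MEF (adjusted p = 0.0277, adjusted p = 0.0637 with an estimated correlation), with Hsp90b1 falling by 1.13 and 1.09 on the log2 scale. Of 13 genes of glutamine metabolism and transport, 7 rose and 3 fell in WT MEF (adjusted p = 0.518 from camera) and 9 rose and 2 fell in HSF1 KO MEF (adjusted p = 0.271). After median-of-ratios scaling, 7 of them rose and 4 fell in each genotype. Of 13 NRF2 targets, 5 rose and 5 fell in each genotype. Of 13 mitochondrially encoded genes, 6 rose in WT MEF, 3 rose in HSF1 KO MEF and none fell, while 2 rose and 2 fell in HSF1 KO MEF after median-of-ratios scaling. Of 4 Wnt pathway components, 1 (Gsk3b) rose in WT MEF and 1 (Tcf7l2) fell in HSF1 KO MEF. After median-of-ratios scaling none passed in WT MEF. The call of Gsk3b in WT MEF was lost after quantile normalization (adjusted p = 0.266) and without WT MEF replicate 1 (0.0893) or 2 (0.115), the unnumbered WT MEF LiCl library (0.145), WT MEF LiCl replicate 1 (0.0634) or HSF1 KO MEF LiCl replicate 1 (0.0517). Of 2 measured skeletal muscle markers, 1 rose and 1 fell in each genotype. Of 3 measured neural markers, 1 rose and 2 fell in each genotype. None of the 6 endothelial markers was measured. When adjusted over the list alone, these counts were the same, except that 5 mitochondrially encoded genes rose in WT MEF and no Wnt pathway component passed.

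Genes that LiCl moved in the same direction in both genotypes were common. Of the 12279 genes tested, 3465 rose in both, where independent lists of these sizes give 1708, and 2021 fell in both, where independent lists give 703. The values of the groups did not overlap for 70% of genes in WT MEF and 62% in HSF1 KO MEF, where chance gives 10%.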
